# TAF6δ Controls Apoptosis and Gene Expression in the Absence of p53

**DOI:** 10.1371/journal.pone.0002721

**Published:** 2008-07-16

**Authors:** Emmanuelle Wilhelm, François-Xavier Pellay, Arndt Benecke, Brendan Bell

## Abstract

**Background:**

Life and death decisions of metazoan cells hinge on the balance between the expression of pro- versus anti-apoptotic gene products. The general RNA polymerase II transcription factor, TFIID, plays a central role in the regulation of gene expression through its core promoter recognition and co-activator functions. The core TFIID subunit TAF6 acts *in vitro* as an essential co-activator of transcription for the p53 tumor suppressor protein. We previously identified a splice variant of TAF6, termed TAF6δ that can be induced during apoptosis.

**Methodology/Principal Findings:**

To elucidate the impact of TAF6δ on cell death and gene expression, we have employed modified antisense oligonucleotides to enforce expression of endogenous TAF6δ. The induction of endogenous TAF6δ triggered apoptosis in tumor cell lines, including cells devoid of p53. Microarray experiments revealed that TAF6δ activates gene expression independently of cellular p53 status.

**Conclusions:**

Our data define TAF6δ as a pivotal node in a signaling pathway that controls gene expression programs and apoptosis in the absence of p53.

## Introduction

Tightly controlled programmed cell death is essential for the development and tissue homeostasis of all animals. Metazoan cells possess an evolutionary conserved network of proteins (e.g. caspases, Bcl-2 family members and death receptors) that execute appropriate life or death decisions in response to extrinsic and intrinsic cellular cues [1]. Deregulated apoptosis underlies numerous human disease states including neurodegenerative disorders and cancer [2]. The identification and molecular characterization of the critical control points in apoptotic pathways is therefore essential to reveal novel therapeutic avenues to treat a broad array of human pathologies.

Gene expression plays a key role in the response of cells to death-inducing stimuli. A growing body of evidence indicates that the levels of numerous death-related genes can be induced during apoptosis [3]. The integration of cellular signals from diverse apoptotic pathways requires the finely balanced expression of pro- versus anti-apoptotic proteins. Gene expression patterns of pro- and anti-apoptotic genes, established by the levels of transcription [4] as well as alternative splicing [5], can dictate the life-or-death decisions of cells. The most intensely studied protein known to control apoptosis by altering gene expression is the p53 tumor suppressor. Current paradigms link the p53 tumor suppression function to its capacity to induce apoptosis in response to genotoxic stress [6]. The pro-apoptotic activity of p53 depends largely on its function as a transcriptional activator that binds directly to the promoters of pro-apoptotic genes including *FDXR* [7], [8], *PUMA* [9], *Noxa* [10], Bax [11] and *p53AIP1* [12].

TFIID is a multi-protein complex that plays a pivotal role in the transcription of protein-coding genes in eukaryotes. TFIID is composed of the TATA-binding protein (TBP) and up to 14 evolutionarily conserved TBP-associated factors (TAFs) [13], [14]. TFIID can play a rate-limiting role in the regulation of transcription through the recognition of the core promoter elements such as the TATA-box, the initiator, and downstream promoter element (DPE) [15]. The TFIID complex also engages in direct contacts with DNA-binding transcriptional factors to co-activate gene expression [16]. The architecture and integrity of TFIID complexes depends on a network of TAF-TAF interactions that are predominantly mediated by dimerization of TAFs via their interlocking histone fold motifs [17]. Histone-fold pairs within TFIID include TAF6-TAF9 [18], TAF4-TAF12 [19], TAF11-13 [20], TAF8-TAF10 [21] and TAF3-TAF10 [22]. TAF4 and TAF5 together with the histone fold containing TAF12, TAF9 and TAF6 are defined as core TAFs, since their depletion from *Drosophila* cells results in overall destabilization of TFIID complexes [23].

The core TFIID subunit TAF6 (hTAF_II_70/80) has been shown to be broadly required for RNA polymerase II (Pol II) transcription in yeast when total poly(A)^+^ mRNA levels were monitored [24]. A more recent microarray analysis estimated that approximately 18% of the yeast Pol II transcriptome depends on TAF6 [25]. TAF6 has been shown to be essential for viability in yeast [24], [26], plants [27], insects [28] and fish [29]. The requirement for TAF6 in all model organisms studied, together with the fact that human cells have a single *TAF6* gene [30], [31], strongly implies that TAF6 is essential for human cell viability.

TAF6 and TAF6-TAF9 dimers can bind to the downstream promoter element (DPE) [32], [33]. In addition to its core promoter recognition function, TAF6 can also interact with transcriptional activators. For example, *in vitro* experiments have shown that both TAF6 [34], and its dimerization partner TAF9 [35], interact directly with p53 and are required for the activation of transcription by p53. The available evidence implies that the TAF6-p53 interaction is required for the activation of at least some, and potentially all, p53 target genes *in vivo* [36], [37], [38].

We have identified and characterized a splice variant termed TAF6δ that lacks 10 amino acids in the centre of its histone fold domain [39]. TAF6δ is unable to interact with TAF9, but retains interactions with other TFIID subunits. TAF6δ expression is induced in promyelocytic HL-60 cells undergoing retinoic-acid dependent apoptosis. TAF6δ overexpression induces apoptosis in HeLa cells, evoking the possibility that TFIID function could be coupled to certain apoptotic pathways via TAF6δ. Importantly, however, it is not currently known if changes in the expression of endogenous TAF6δ can influence tumor cell death. Furthermore, despite the physical and functional interactions between the pivotal tumor suppressor p53 and TAF6 [34], nothing is currently known about whether p53 is required for TAF6δ-mediated apoptosis. Here, we have used splice-site switching modified antisense RNA technology to demonstrate that endogenous TAF6δ controls apoptosis and that p53 is not required for TAF6δ-dependent apoptosis or TAF6δ-dependent gene expression.

## Materials and Methods

### Cell culture

HeLa cells were grown in DMEM containing 2.5% CS and 2.5% FCS. Saos-2 and H1299 cell lines were cultured in DMEM with 10% FCS. A549 cells were grown in Ham's F12 medium with 10% FCS. HCT-116 cells were grown in McCoy's media supplemented with 10% FCS. When indicated, cells were treated with the proteasome inhibitor MG-132 (Calbiochem) at 0.5 µM and/or pan-caspase inhibitor Z-VAD-FMK (Biomol) at 100 µM.

### Transfections

Oligonucleotides were transfected with lipofectamine 2000 (Invitrogen) as a delivery agent (1.6 µl/ml) according to the manufacturer's recommendations. 2′-O-methyl-oligoribonucleoside phosphorothioate antisense 20-mers were from Sigma-Proligo. “TAF6 AS1” 5′-CGAUCUCUUUGAUGCGGUAG-3′ targets the central 20 nucleotides of the alternative exon 2 of TAF6, “TAF6 AS2” 5′-GCCGGGUCACCUGUGCGAUC-3′ the constitutive alpha 5′ splice site. “Control AS” 5′-AUGGCCUCGACGUGCGCGCU-3′ is a scrambled oligo used as a negative control. “Bcl-x AS” 5′-ACCCAGCCGCCGUUCUCC-3′ targets the 5′-splice site of Bcl-x_L_ [40]. Plasmids were transfected using 1 µl DMRIE-C (Invitrogen) as a delivery agent in a 24 well plate according to the manufacturer's recommendations. All transfections were performed in OptiMEM medium (Invitrogen).

### RT-PCR

Total RNA was isolated from cells using Trizol (Invitrogen) according to the manufacturer's recommendations. 1 µg of total RNA was reverse transcribed using AMV-RT (Roche). 1/10 of the total cDNA was used per PCR reaction : 95°C, 3 min; 25 cycles of 94°C for 1 min, 58°C for 45 sec, 68°C for 50 sec; final extension at 68°C for 5 min with the following oligonucleotide pairs. For Taf6; forward 5′-ATGGGCATCGCCCAGATTCAGG-3′ and reverse 5′-AAGGCGTAGTCAATGTCACTGG-3′. For Bcl-x; forward 5′-TCATTTCCGACTGAAGAGTGA-3′ and reverse 5′-ATGGCAGCAGTAAAGCAAGCG-3′

### Apoptosis assays

Detection of caspase cleaved cytokeratin-18 by flow cytometry was performed using Cytodeath reagent (Roche) according to the manufacturer's recommendations. Flow cytometric analysis of sub-G1 DNA content was performed as described [39].

### Plasmids

To construct pASTAF6, the genomic region of *TAF6* containing exon2 to exon4 was amplified by PCR from HEK 293 genomic DNA with primers 5′-GGAGAAGAGGGACTCCAGAATGGCTG-3′ (forward) and 5′-TCCCCCAACCTTTGAGGCAGACG-3′ (reverse). The resulting product was digested with HindIII and SmaI and inserted into the same sites of the plasmid pXJ42hTAF_II_80α [39].

### Antibodies

Monoclonal antibodies directed against TAF6δ (37TA-1 & 37TA-2), TAF6α (25TA) [39], TBP (3G3) [41], and TAF5 (2D2) [42] have been described. Monoclonal antibodies against TAF6 and PARP-1 were purchased from BD Transduction Laboratories and Biomol, respectively.

### Immunocytochemistry

Cells were fixed in 4% PFA, permeabilized with PBS-0.1% Triton X-100 (PBS-Tx) and incubated for 30 min in blocking buffer (PBS-Tx containing 1% bovine serum albumin (BSA) and 0.5% fish gelatine (Sigma-Aldrich)). Cells were then sequentially incubated one hour at room temperature, followed by washes, with each of the following antibodies diluted in blocking buffer; anti-TAF6 mAb (1/400), Oregon Green goat anti-mouse IgG secondary antibody (Molecular Probes), anti-TAF6δ mAb (37TA-1: 1/1000), Alexa Fluor 546 goat anti-mouse IgG_1_ secondary antibody (Molecular Probes). Cells were then treated with Hoechst 33342 (2 µg/ml) and visualized by fluorescence microscopy.

### Microarray Analysis of Gene Expression

#### Transcriptome Acquisition

Total RNA was analyzed using ABI Human Whole Genome Survey Arrays v1.0 arrays (Prod. No.: 4359030), containing 31,700 60-mer oligonucleotide probes representing a set of 27,868 individual annotated human genes. Chemiluminescence detection technology is used to detect as little as a femtomole of expressed mRNA. One single round of linear amplification was performed from total RNA according to the Applied Biosystems RT-IVT (Applied Biosystems, ProdNo: 4339628) protocol using 2 µg of total RNA. cDNA synthesis, *in vitro* transcription and labeling, fragmentation, hybridization, staining, and scanning were performed as directed by the supplier (Applied Biosystems, ProdNo: 4346875).

#### Transcriptome Data Analysis

Applied Biosystems Expression Array System Software v1.1.1. (ProdNo: 4364137) has been used to acquire the chemiluminescence and fluorescence images and primary data analysis. We renormalized the resulting data according to the logarithmic signal median once more after having removed control probes and those probes for which the Applied Biosystems Software has set flags equal to or greater than 2^12^, indicating compromised measurements (as recommended by Applied Biosystems). Log_2_ subtractions were determined using averages over the weighted individual signal values. The weights are anti-proportional to the corresponding coefficient of variation. For these inter-assay comparisons the NeONORM method was used for normalization using sensitivity parameter *k* = 0.20 [43]. P-values were determined using a standard ANOVA method. Multiple probes for a single gene, cross-reactivity of a single probe to several genes, as well as the resolution of probe-ID annotations were done according to the standards defined previously [44]. Gene lists corresponding to statistically significant changes in expression (P<0.05) are available as supplementary data files: genes changing in response TAF6δ in HCT-116 p53 +/+ cells (Supplementary Data File S1), genes changing in response to TAF6δ in HCT-116 p53 −/− (Supplementary Data File S2), genes differentially expressed in the HCT-116 p53 +/+ cells versus HCT-116 p53 −/− cells both in cells treated with control oligonucleotide and TAF6δ-inducing oligonucleotides (Supplementary Data File S3), and genes differentially regulated by TAF6δ in both HCT-116 p53 +/+ cells and HCT-116 p53 −/− cells (Supplementary Data File S4).

The microarray data for the experiments described here were deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number: GSE10795.

The supplementary data files can also be accessed from the Benecke group webpage: http://seg.ihes.fr/.

### Real time PCR

Real Time PCR was performed on cDNA prepared as for microarray experiments (above) using ABI TaqMan® assays. The genes and their respective assay numbers were ATF3 (Hs 00231069_m1), ACRC (Hs 00369516_m1), FNBP4 (Hs 00392543_m1) HES1 (Hs 00172878_m1), and HOM-TES-103 (Hs 00209961_m1). Real-time PCR was performed on 10 ng of cDNA with 1.25 µl of 20× TaqMan® probes and 12.5 µl 2× TaqMan® Universal Master Mix (ABI) in a final 25 µl reaction. Real-time PCR relative quantification assay was running for 2 min at 50°C, 10 min at 95°C, followed by 40 cycles of 15 sec at 95°C and 1 min at 60°C on an ABI 7500 system. Relative quantity of target genes was calculated using the comparative C_T_ (ΔΔC_T_) method using FNBP4 as the internal control.

## Results

### Selective induction of endogenous TAF6δ mRNA expression by splice-switching oligonucleotides

To date four splice variants of TAF6 have been identified and termed α, β, γ, and δ [31], [39], [45]. Here we focus on the TAF6δ splice variant due to its potentially important role in programmed cell death [39]. The total number of distinct TAF6 mRNA species produced by alternative splicing has not yet been established. For clarity, we therefore refer here collectively to all TAF6 splice variants lacking the 30 nucleotide exon IIα as TAF6δ and to TAF6α as all species of mRNA containing exon IIα (Fig. 1). The *TAF6* genomic locus shows that the major TAF6α isoform is produced by the selection of an intron proximal 5′ splice site (SS) (Fig. 1A). In contrast, the TAF6δ isoform is produced by an alternative splicing event at the intron distal 5′ SS (labelled δ in Fig. 1A).

**Figure 1:**
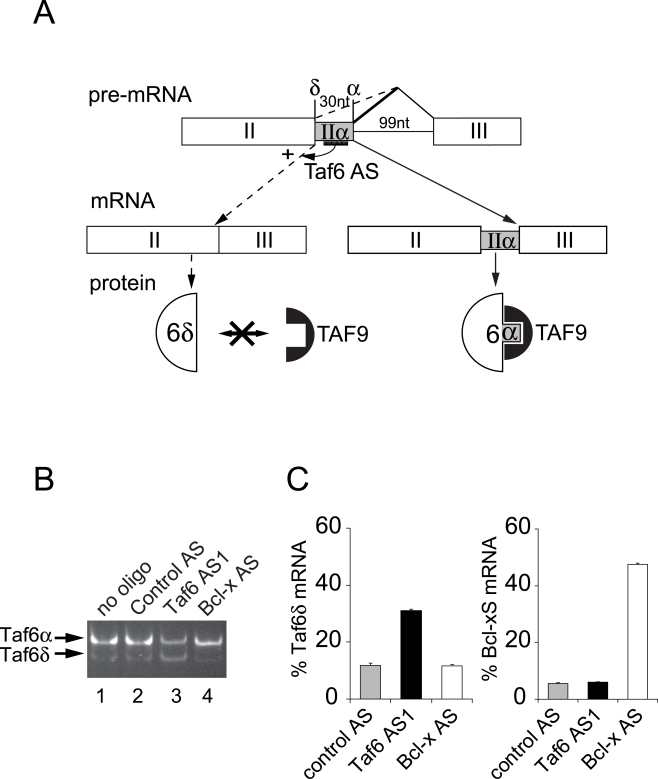
Specific control of endogenous TAF6 alternative splicing by modified antisense RNA oligonucleotides in living cells. (A) The region of the TAF6 pre-mRNA that includes two alternative 5′ splice sites (SSs) that produce either the constitutive α splice variant or the alternative δ splice variant is schematically depicted. Selection of an intron-proximal α 5′ splice site (SS) results in production of the α isoform of TAF6 (at right) whereas the selection of the proximal δ 5′ SS results in the production of the δ isoform (at left). The SSOs that base pair with the alternative exon forces splicing from the distal 5′ SS and induces expression of the endogenous TAF6δ isoform (at left). The protein produced by the major splice variant, TAF6α, can interact with the TFIID subunit, TAF9 via its histone fold domain. In contrast, TAF6δ lacks 10 amino acids of helix 2 of its histone fold motif and therefore cannot interact with TAF9. (B) Antisense RNA oligonucleotides induce endogenous TAF6δ mRNA expression. HeLa cells were transfected with 200 nM oligonucleotides directed against: the alternative exon II (exon IIα) of the TAF6 gene (Taf6 AS1), the Bcl-x gene (Bcl-x AS), or a scrambled control oligonucleotide (Control AS). 24 hours post-transfection total RNA was isolated and subjected to RT-PCR with primers that amplify both the TAF6α and the alternative TAF6δ mRNAs. (C) Specificity of TAF6 splice site switching oligonucleotides. HeLa cells were transfected with antisense RNA oligonucleotides as in A. RT-PCR was perfomed with primers sets that amplify the both the α and δ TAF6 splice variants, or both the Bcl-xS and Bcl-xL splice variants. PCR products were separated by microfluidity and analyzed using a 2100 Agilent bioanalyzer. The ratio of TAF6δ mRNA over total TAF6 mRNA and the ratio of Bcl-Xs mRNA over total Bcl-X mRNA are expressed on the y-axis. The values from cells treated with scrambled control (grey bars), Taf6 AS1 (black bars), or Bcl-X AS (white bars) are shown. Error bars represent the standard deviation of three independent transfections.

To dissect the biological role of endogenous TAF6δ, we exploited splice-switching oligonucleotides (SSOs) [40], [46] to experimentally manipulate endogenous TAF6 alternative splicing. The HeLa cell system represents a natural cellular context to study TAF6δ function because the TAF6δ variant was originally cloned from a HeLa cell cDNA library [39]. We transfected HeLa cells with synthetic 2′-*O*-methyl-modified oligoribonucleoside phosphorothioate that hybridizes to the central 20 nucleotides of alternative exon IIα (Fig. 1A). The ratio of the alternative TAF6δ mRNA level with respect to TAF6α mRNA level was analyzed by RT-PCR of RNA samples from transfected HeLa cells. The transfection of the antisense oligonucleotide Taf6 AS1 resulted in a marked increase in the level of the TAF6δ mRNA and a concurrent decrease in the level of the major TAF6α mRNA (Fig. 1B, lane 3). In contrast, transfection of an oligonucleotide of scrambled sequence had no effect on the TAF6δ/TAF6α mRNA ratio (Fig. 1B, lane 2). To further demonstrate the specificity of the SSOs, we transfected antisense RNA oligonucleotides shown to enforce the expression of the Bcl-xS splice variant [40]. The TAF6δ/TAF6α+δ mRNA ratio was increased ∼3-fold by treatment with the Taf6 AS1 oligonucleotide, but unchanged by the Bcl-x AS oligonucleotide (Fig. 1C). Conversely the ratio of Bcl-xS/Bcl-xL+xS mRNA was increased ∼10-fold by Bcl-x AS but unaffected by Taf6 AS1 (Fig. 1C). Control RT-PCR reactions showed that ratio of TAF6δ with respect to total TAF6 mRNA is increased by Taf6 SSO but none of the ratios of any other known TAF6 alternative splice variants was affected (data not shown). The SSOs used therefore impact specifically on TAF6δ alternative splicing without influencing overall expression patterns of TAF6 mRNA. These results demonstrate that TAF6-directed SSOs are an efficient and selective method to enforce the expression of the endogenous TAF6δ mRNA in HeLa cells.

To further characterize the cellular response to TAF6 splice site switching antisense oligonucleotides we performed a time course analysis. The level of TAF6δ mRNA is detectably increased after 4 hours and increases until 24 hours (Supplementary Fig. S1A). These results are consistent with a previous study targeting the Bcl-x gene [40], and establish a kinetic framework to follow the early outcomes of TAF6δ mRNA expression in transfected cells. We next investigated the concentration dependence for the Taf6 response to treatment with the AS1 oligonucleotide. The induction of TAF6δ mRNA was observed with transfection of as little as 50 nM Taf6 AS1 and sharply increased until treatment with 200 nM Taf6 AS1, after which a plateau was reached (Supplementary Fig. S1B). Based on these results, we have employed 200 nM oligonucleotide concentrations herein, unless otherwise stated, for robust and specific induction of endogenous TAF6δ mRNA in living cells.

### Splice-switching oligonucleotides increase endogenous TAF6δ protein levels

We next investigated the influence of the splice site switching oligonucleotides on the levels of TAF6δ and TAF6α proteins. TAF6 was detected by immunocytochemistry using monoclonal antibodies that recognize an epitope present in all of the known isoforms of TAF6. HeLa cells treated with negative control oligonucleotides showed strong TAF6 staining throughout the entire nucleoplasm (Fig. 2A). The nuclear total TAF6 immunofluorescent signal is diminished in cells treated with SSOs that increase TAF6δ mRNA production (Fig. 2A), presumably due to decreased expression of TAF6α (see also below). TAF6δ was detected by immunofluorescence with monoclonal antibodies that specifically recognize the delta TAF6 isoform [39]. HeLa cells transfected with negative control antisense oligonucleotides exhibited undetectable cellular staining with anti-TAF6δ monoclonal antibodies (Fig. 2A). In contrast, transfection of HeLa cells with oligonucleotides that induce TAF6δ mRNA expression resulted in punctate nuclear staining (Fig. 2A). We further quantified the influence of antisense treatment by scoring the number of cells displaying clear nuclear TAF6δ immunofluorescent signals. We found that treatment with the Taf6 AS1 oligonucleotide resulted in nearly ∼10 fold more cells with TAF6δ staining compared to control treated cells (Fig. 2B). As a further control of specificity, oligonucleotide Bcl-x AS was transfected and caused no increase in nuclear TAF6δ immunofluorescent staining (Fig. 2B). We conclude that TAF6δ protein in discrete nuclear loci is significantly increased by SSO targeting of the TAF6 pre-mRNA.

**Figure 2:**
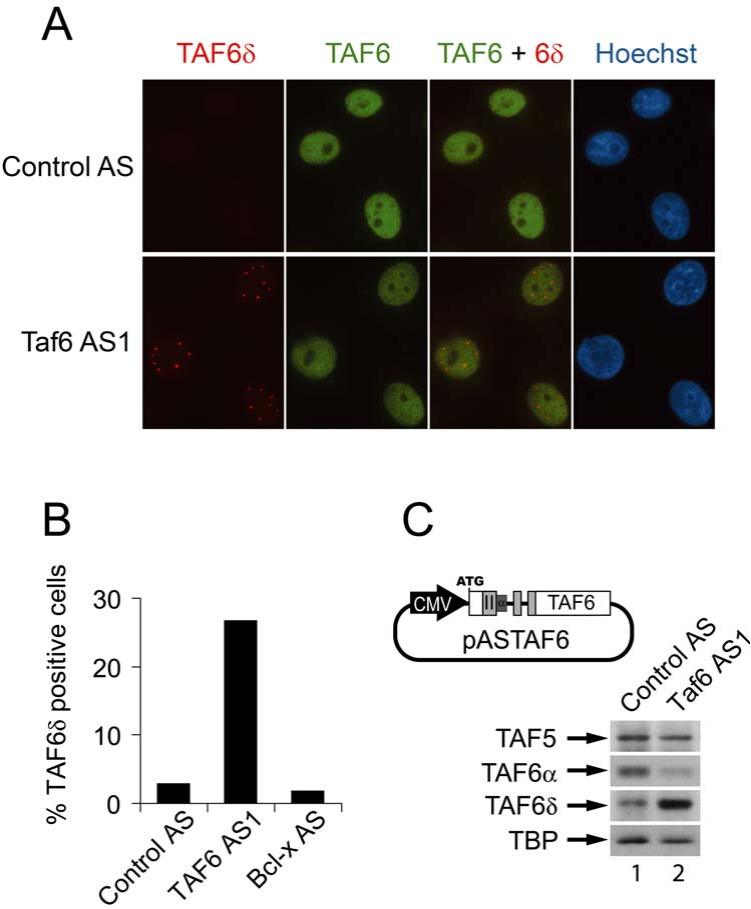
Specific induction of TAF6δ protein expression by modified antisense RNA oligonucleotides. (A) HeLa cells were transfected with splice site-switching oligonucleotides directed against exon IIα of the TAF6 gene and treated with MG-132 5 hours later. 21 hours post transfection cells were fixed and stained with the indicated antibodies for immunocytochemistry (B) Quantification of endogenous TAF6δ expressing cells transfected with splice site-switching antisense oligonucleotides. Results are expressed as the percentage of cells displaying a clear TAF6δ punctate staining on a total of at least 500 cells. (C) Translation of exogenous TAF6δ is induced by modified antisense RNA oligonucleotides. Schematic representation of plasmid pASTAF6 containing sequences derived from the TAF6 cDNA (white) or from genomic DNA (grey). HeLa cells were first transfected with pASTAF6 and 19 hours later with splice site switching oligonucleotides and treated with MG132 and ZVAD-FMK 6 hours after this second transfection. 38 hours post-transfection protein extracts from cells were analyzed by immunoblotting with monoclonal antibodies directed against TFIID subunits.

Immunofluorescence experiments measure the levels of detectable antigen in fixed cells. Since the levels of total cellular protein can potentially differ from the antigenically recognizable levels of protein we employed immunoblotting under denaturing conditions to directly examine the effect of TAF6δ-inducing oligonucleotides on the translation of the TAF6δ mRNA in treated cells. Endogenous TAF6δ is undetectable by Western blotting of extracts from HeLa cell due to its rapid turnover by the proteasome (data not shown) and by caspase-dependent cleavage in apoptotic cells [39]. We therefore developed a *TAF6* minigene plasmid that is responsive to SSO (pASTAF6, Fig. 2C). Immunoblots on total protein extracts from HeLa cells transfected with the spliceable minigene construct and later treated with TAF6δ-inducing oligonucleotides resulted in a marked increase in TAF6δ protein levels, with a corresponding reduction in TAF6α (Fig. 2C). The levels of two other TFIID subunits, TAF5 and TBP, remained relatively constant. These data demonstrate a selective induction of TAF6δ translation and concomitant reduction in TAF6α levels by TAF6δ-inducing SSOs.

### Endogenous TAF6δ expression causes apoptosis in HeLa cells

We next investigated the physiological consequences of SSO-induced endogenous TAF6δ expression in HeLa cells. The transfection of HeLa cells with a scrambled antisense oligonucleotide resulted in no obvious morphological changes or changes in cell number when visualized by light microscopy (Fig. 3A, left image). In stark contrast, TAF6δ-inducing SSO resulted in an obvious loss of adherent cells and produced significant numbers of cells that exhibit the classical features of apoptosis, including membrane blebbing (Fig. 3A, right image). To obtain further evidence that TAF6δ induction causes apoptosis we measured cleavage of the well-known caspase substrate PARP-1, since activation of the caspase protease cascade is a defining biochemical feature of apoptosis. Immunoblotting revealed readily detectable cleavage of PARP-1 in cells when TAF6δ was induced (Fig. 3B, lane 2). As an additional control for the specificity of the Taf6 AS1 oligonucleotide, we used a Bcl-xS-inducing SSO. Consistent with a previous report [47], the induction of Bcl-xS expression has little effect on apoptosis in HeLa cells (Fig. 3B, lane 3). To further substantiate and quantify TAF6δ-induced apoptosis we employed flow cytometry to measure the levels of caspase-cleaved cytokeratin-18 (KRT18c), another established marker of apoptosis [48]. Treatment of HeLa cells with the Taf6 AS1 oligonucleotide resulted in a 3.5 fold increase in KRT18c positive cells (Fig. 3C). As an independent quantification of apoptosis, we employed flow cytometry to measure the level of Sub-G1 DNA content. This assay showed that TAF6δ induction resulted in a 2.8 fold increase in apoptosis whereas Bcl-xS induction resulted in a 1.3 fold increase in apoptosis in HeLa cells (Fig. 3D). Thus, four distinct assays show that the induction of endogenous TAF6δ triggers a robust apoptotic response in HeLa cells.

**Figure 3:**
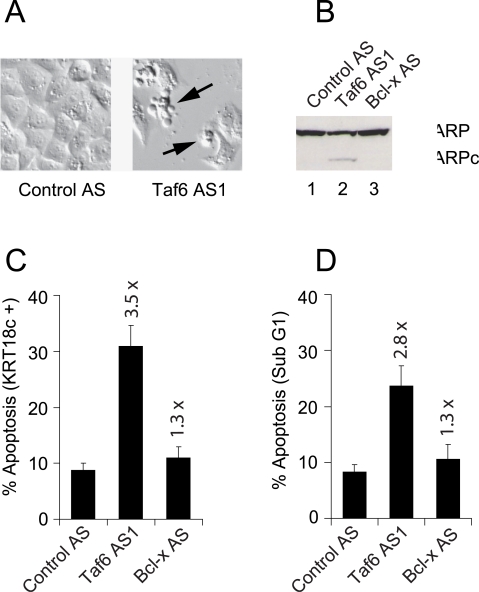
Expression of endogenous TAF6δ causes cell death by apoptosis. HeLa cells were transfected with antisense oligonucleotides that induce endogenous TAF6δ (Taf6 AS1), scrambled control oligonucleotides (Control AS), or oligonucleotides that induce endogenous Bcl-xS expression (Bcl-x AS). (A) 24 hours post transfection cells were observed by differential interference contrast microscopy. (B) Proteins were extracted from transfected cells and subjected to immunoblot analysis with anti-PARP monoclonal antibodies. PARPc indicates caspase cleaved PARP. (C) The percentage of apoptotic cells was analyzed by flow cytometry using monoclonal antibodies that detect caspase cleaved cytokeratin-18. (D) The percentage of apoptotic cells was analyzed by flow cytometry to detect sub G1 DNA content. The values indicated above the data bars are the fold induction of apoptosis with respect to Control oligonucleotide-treated cells.

### TAF6δ induces apoptosis in the absence of p53

The tumor suppressor p53 interacts physically and functionally with TAF6α (see Introduction). Mutations in the p53 pathway are thought to allow human tumor cells to escape apoptotic death and therefore allow cancer development [6]. It was therefore of fundamental importance to establish whether TAF6δ-induced apoptosis can occur in the absence of p53. To address whether TAF6δ-dependent apoptosis requires p53 we transfected the Saos-2 osteosarcoma cell line that is devoid of a functional *p53* gene [49] with oligonucleotide Taf6 AS1. Transfection of Taf6 AS1, but not Bcl-x AS into Saos-2 cells effectively increased endogenous TAF6δ mRNA levels (Fig. 4A, lane 3). Analysis of the RT-PCR results showed an approximately ∼5 fold induction in the TAF6δ/TAF6α+δ mRNA ratio (Fig. 4B). The expression of TAF6δ induced a 3.3 fold increase in apoptosis in Saos-2 as measured by Sub-G1 DNA content (Fig. 4C). Similar results were obtained in another cell line (H1299 lung carcinoma) that does not contain p53 (data not shown). Because HeLa cells have impaired p53 function due to the expression of the Human Papilloma Virus E6 gene product [50], we also compared the efficiency of induction of apoptosis in the A549 lung carcinoma cells because they express wild type p53. Taf6 AS1 transfection increased apoptosis by 3.1 fold (Fig. 4D), whereas Bcl-x AS transfection caused no increase in apoptosis over background levels (Fig. 4D). The fact that Saos-2 are at least as susceptible as A549 cells to TAF6δ-induced programmed cell death was further verified by measuring PARP-1 cleavage by immunoblotting (Fig. 4E versus 4F). To reinforce the fact that p53 is dispensable for TAF6δ-induced apoptosis, we employed the HCT-116 human colon carcinoma cell line and its isogenic counterpart HCT-116 p53 −/− in which the p53 gene has been deleted by homologous recombination [51]. The induction of apoptosis by TAF6δ in isogenic cells lacking p53 is equally robust as in wild-type cells, as judged by significant increases in both caspase-cleavage of cytokeratin-18 (Fig. 5B) and Sub-G1 DNA content (Fig. 5C). The induction of TAF6δ protein levels by the SSO strategy was efficient in both cells lines (Fig. 5A). The results demonstrate that p53 is dispensable for TAF6δ-induced cell death. We conclude that TAF6δ controls apoptosis irrespective of cellular p53 status.

**Figure 4:**
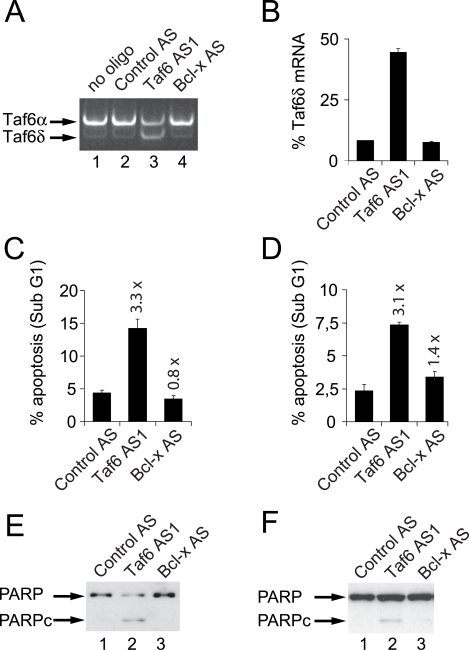
TAF6δ induces apoptosis in cancer cell lines lacking p53. Saos-2 human bone osteosarcoma cells, that do not express p53, were transfected with antisense oligonucleotides that induce endogenous TAF6δ (Taf6 AS1), scrambled control oligonucleotides (Control AS), or oligonucleotides that induce endogenous Bcl-xS expression (Bcl-x AS). (A) 24 hours post transfection total RNA was isolated for analysis by RT-PCR with primers that amplify both the TAF6α and TAF6δ mRNAs. (B) RT-PCR products were analyzed on an Agilent Bioanalyzer. Error bars indicate the standard deviation of three independent transfections. (C) Percentage of apoptotic Saos-2 cells was analyzed by flow cytometry to detect sub G1 DNA content. Error bars indicate the standard deviation of three independent transfections. (D) As in C except that A549 human lung carcinoma cells, that express wild-type p53, were transfected. (E) As in C except that proteins were extracted from transfected Saos-2 cells and subjected to immunoblot analysis with anti-PARP monoclonal antibodies. PARPc indicates caspase cleaved PARP. (F) As in E except with A549 cells.

**Figure 5:**
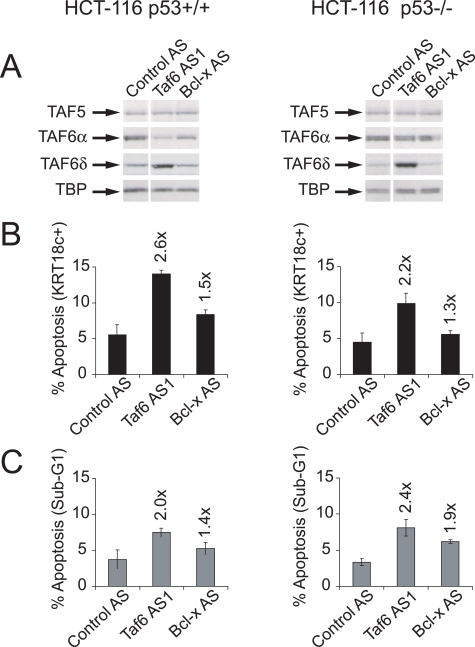
p53 is dispensable for TAF6δ-induced apoptosis. (A) Western blot analysis of TFIID subunits following TAF6 and Bcl-x SSO in HCT-116 p53 +/+ (left panels) and HCT-116 p53 −/− cells (right panels). HCT-116 cells were transfected first with plasmid pASTAF6 (see Fig. 2C) and 19 hours later with antisense oligonucleotides that induce endogenous TAF6δ (Taf6 AS1), scrambled control oligonucleotides (Control AS), or oligonucleotides that induce endogenous Bcl-xS expression (Bcl-x AS). Total cells extracts were prepared and separated on 10% SDS-PAGE, followed by immunoblotting with anti-TFIID subunit antibodies as indicated with arrows. (B) The percentage of apoptotic cells was analyzed by flow cytometry using monoclonal antibodies that detect caspase cleaved cytokeratin-18. (C) The percentage of apoptotic cells was analyzed by flow cytometry to detect sub G1 DNA content. The values indicated above the data bars are the fold induction of apoptosis with respect to Control oligonucleotide-treated cells. Error bars indicate the standard deviation of three independent transfections.

### TAF6δ activates gene expression independently of p53

TAF6δ can induce apoptosis of several cancer cell lines independent of their p53 status. We have previously shown that TAF6δ can bind the TFIID subunits TAF1, TAF5, TBP and TAF12 *in vitro*, and forms a TFIID-like complex that contains several TAFs but lacks TAF9 (TFIIDπ) *in vivo* [39]. *TAF6* is an essential gene that plays a broad role in the regulation of transcription programs (see Introduction). To investigate whether TAF6δ can regulate transcription, with an emphasis on potentially p53-independent transcription, we employed genome-wide microarray technology. The transcriptional effects of TAF6δ are technically difficult to measure because endogenous TAF6δ is not induced in all cells during antisense transfection (Fig. 2B) and because endogenous TAF6δ-expressing cells are lost rapidly from the culture by apoptosis (Fig. 3). In order to achieve maximal sensitivity we chose a recently developed microarray technology based on chemiluminescent detection and longer oligonucleotide probes (60 nucleotides), that has been shown to provide increased signal dynamic range and higher sensitivity when compared to traditional microarray technologies [52], [53]. The microarrays used represent 27,868 annotated human genes (Material and Methods).

The design of the microarray experiments enables detection of direct TAF6δ target genes without excluding potentially informative rapid secondary changes in mRNA levels. Wild-type HCT-116 and their p53-null isogenic counterparts (HCT-116 p53 −/−) were transfected with oligonucleotides Taf6 AS2 and Control AS, and total RNA was isolated and subjected to microarray analysis after 24 hours. 

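The HCT-116 line comes from a human colorectal carcinoma. Taf6 AS2 directs splicing of the TAF6 pre-mRNA to the δ isoform, and Control AS is a scrambled sequence. The data comprise 12 arrays in 4 groups of 3, with 1 array for each transfection. The groups are wild-type (p53 +/+) and p53 −/− cells, each with Control AS or with Taf6 AS2. The paper's Results give an oligonucleotide concentration of 200 nM unless otherwise stated. The deposited files hold, for each probe of each array, a chemiluminescence intensity normalized by the authors' software, its coefficient of variation and a quality code. Control probes and values with a quality code at or above the limit given in the methods were removed here, and the log2 intensity was centred on the median of each array. A log2 signal of 0 is thus the level of the median probe. The comparisons, the threshold, the gene lists and the rule for naming genes were set before the data were examined. A condition of that rule, a minimum ratio of signal to error, was not applied.

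The 33058 probes with at least 2 usable arrays in every group were tested with limma in a single model of the 4 group means. Standard errors (SE) and p-values come from this model, and adjusted p-values are Benjamini-Hochberg values over all probes tested, with a threshold of 0.05. When a log2 difference of 1 was added to 200 probes in simulated arrays with the spread of these, 44 of the 200 were found, and 150 were found at a log2 difference of 2. Across probes, the log2 signals of replicate arrays had a correlation of 0.959 to 0.975. From 42.1 to 52.4% of the probes of an array had a signal of at least 3 times their error, called above background here. The number of arrays limits the precision. Replicate 3 of every group was scanned on another day than replicates 1 and 2.

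The files give no gene symbols, and a symbol could be given to 1882 of 33095 probes, 1383 of them through the supplementary data files of the study. Genes outside those files are therefore seldom named. No probe could be named TAF6, HES1, FNBP4, BAX or BBC3, and these genes are not analysed here.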

The scrambled control oligonucleotide was employed as a reference to exclude any non-specific changes in gene expression due to the transfection protocol or the introduction of exogenous oligonucleotide into cells. Biological triplicates (three independent transfections) were performed for each condition and statistical analysis and filtering was performed, as detailed in Materials and Methods, to identify significantly (P<0.05) regulated mRNAs.

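Among the named mRNAs with higher levels after Taf6 AS2 than after Control AS in wild-type HCT-116 cells, HOM-TES-103, FLJ36749, MGC14376, SFRS3 and UPP1 had the smallest p-values. SFRS3, which encodes a splicing factor of the SR family, was 1.55-fold higher (log2 difference 0.63, SE 0.14, 3 arrays per group). UPP1, which encodes uridine phosphorylase, was 1.57-fold higher (log2 difference 0.65, SE 0.15), and MGC14376 was 2.08-fold higher (log2 difference 1.06, SE 0.22). FLJ36749 was above background on 0 of 3 Control AS arrays and on 2 of 3 Taf6 AS2 arrays, so that no fold is given. Among mRNAs with lower levels, SYNCRIP, which encodes an RNA-binding protein, had a log2 difference of −0.39 (SE 0.13), and POLE, the catalytic subunit of DNA polymerase epsilon, one of −1.05 (SE 0.32), while POLE was above background on 1 of 3 Taf6 AS2 arrays. The other names with lower levels were LOC390411 (−0.93), OR4X1 (−0.83) and C6orf139 (−0.55). In each direction these genes had the smallest p-values among those with a symbol and all 3 Taf6 AS2 arrays on 1 side of all 3 Control AS arrays. This separation was a condition of naming the 10 and is not a result. It held for 10.6% of all probes, where chance gives 10%. None of the 10 passed the threshold, with adjusted p-values of 0.195 for HOM-TES-103, 0.832 for FLJ36749 and MGC14376, 0.848 for SFRS3 and 0.933 for the others. A further probe of SFRS3, with a higher mean signal, had a log2 difference of −0.02.

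Of 33058 probes, limma called 0 higher and 0 lower. At an unadjusted p under 0.05 there were 1335 probes with higher and 394 with lower levels, 1729 in all, where chance alone gives 1653 and 100 simulations of unchanged groups gave 1496 to 1752. Of the 10 splits of these 6 arrays into 3 and 3, 4 gave at least 1729, the real one among them, with up to 3980. The splits above the real one put both replicate 3 arrays, which were scanned on another day, on 1 side. The one-way analysis of variance called 0, with 1822 probes at an unadjusted p under 0.05. Quantile normalization, mode centring and cyclic loess each called 1, a fit with weights of 1/CV called 19, and a block for the scan day, chosen after the data were seen, called 2.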

The induction of endogenous TAF6δ in wild-type HCT-116 cells resulted in significant changes in the levels of 321 mRNAs out of a total of 27,868 independent genes measured by microarray analysis (Fig. 6A). 

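In HCT-116 p53 −/− cells genes were picked by the same rule, with separated arrays as a condition. Of those picked, the mRNAs with the smallest p-values besides HOM-TES-103 were at lower levels after Taf6 AS2 than after Control AS. PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, had a log2 difference of −0.80 (SE 0.15, 3 arrays per group) and C1orf24 one of −0.99 (SE 0.19), both at an adjusted p of 0.406. TEGT, which encodes the apoptosis regulator BAX inhibitor 1, had a log2 difference of −0.74 (SE 0.14, adjusted p = 0.43). EREG, which encodes the growth factor epiregulin, had one of −0.79 (SE 0.16) and ATAD1 one of −0.83 (SE 0.17), both at an adjusted p of 0.553. At higher levels, LOC130502 was 1.46-fold higher (log2 difference 0.55, SE 0.14, adjusted p = 0.579). C6orf25, RSPH10B and RP5-821D11.2 were above background on 0 of 3 Control AS arrays, and no fold is given.

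Of the 8 measured genes of the integrated stress response, by which cells answer a shortage of amino acids, 0 had a higher and 8 a lower mean level with Taf6 AS2, under every scaling of the arrays. Of these 8, 0 passed the threshold over all probes and 5 were lower when adjusted over the list alone, among them ASNS, which makes asparagine (−0.72), the tRNA exporter XPOT (−0.79) and GARS, the glycyl-tRNA synthetase (−0.56). Of the 13 measured p53 targets, 0 passed over all probes and 2 were lower when adjusted over the list alone, CDKN1A (−0.68) and GDF15 (−1.02). Of the 8 measured immediate early genes, 0 passed over all probes, while adjusted over the list alone 1 was higher, EGR2 (1.01), and 4 were lower, among them the mRNA decay factor ZFP36 (−0.62). These names come from the supplementary data files of the study, which were made from these arrays, so the counts over the lists alone are not independent evidence.

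Over all probes limma called 0 higher and 0 lower, with a smallest adjusted p of 0.295. At an unadjusted p under 0.05 there were 855 probes with higher and 1608 with lower levels, 2463 in all, and simulated unchanged groups, which hold no scan-day structure, gave 1529 to 1755. Of the 10 splits of these 6 arrays into 3 and 3, 2 gave at least 2463, the real one among them, with up to 3665. The split with 3665 put both replicate 3 arrays, which were scanned on another day, on 1 side. A one-way analysis of variance of the same centred values called 0, with 1765 probes at an unadjusted p under 0.05. Quantile normalization, mode centring and cyclic loess called 1 each, and no centring called 0. A fit with weights of 1/CV called 4. A block for the scan day, chosen after the data were seen, called 1 higher and 7 lower. Without HCT-116 p53 −/− TAF6 AS2 replicate 3, 60 probes passed and 4728 had an unadjusted p under 0.05.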

The induction of endogenous TAF6δ in HCT-116 lacking p53 expression resulted in significant changes in the levels of 444 mRNAs. In both cells the majority of mRNAs are increased in response to TAF6δ. These data establish that TAF6δ acts primarily as a positive regulator of gene expression and rule out the possibility that TAF6δ-induced cell death is a result of a global reduction in mRNA transcription.

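For some gene groups the sides on which the mean levels lay were counted, without a test between groups. Of 6 measured SR proteins and CLK kinases, which control splicing, 4 had a higher mean level with Taf6 AS2 in wild-type cells (up to 6 under other scalings) and 6 in p53 −/− cells, and 0 passed the test in either line. SFRS3 was counted here by its probe with the higher mean signal (−0.02 and 0.12). Of 7 measured genes of cholesterol metabolism, 2 and 0 (1 after quantile normalization) had a higher mean level, and 0 passed. Of 7 measured interferon-stimulated genes, 5 had a higher mean level in wild-type cells and 1 in p53 −/− cells (up to 4 under other scalings), and 0 passed. Adjusted over the list alone, 0 members of these 3 lists passed in either line. The names of the lists come mostly from the supplementary data files of the study and are not independent evidence of a direction.

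Of the probes at an unadjusted p under 0.05, 77.2% were higher with Taf6 AS2 in wild-type cells and 34.7% in p53 −/− cells. After quantile normalization, which gives all arrays 1 distribution, there were 765 higher and 623 lower probes in wild-type cells (55.1% higher) and 1098 and 1203 in p53 −/− cells (47.7%). Cyclic loess gave 673 and 686 (49.5%) in wild-type and 1194 and 1089 (52.3%) in p53 −/− cells. All 3 Taf6 AS2 arrays lay above all 3 Control AS arrays at 2429 probes and below them at 1069 in wild-type cells, together 10.6% of probes, and at 1674 and 1985 in p53 −/− cells, together 11.1%, where chance gives 10%. With probes ranked by mean signal into 10 bins of equal size, the median log2 difference was 0.47 in the lowest and −0.07 in the highest bin in wild-type cells, and 0.21 and −0.08 in p53 −/− cells.

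**Figure D1:**
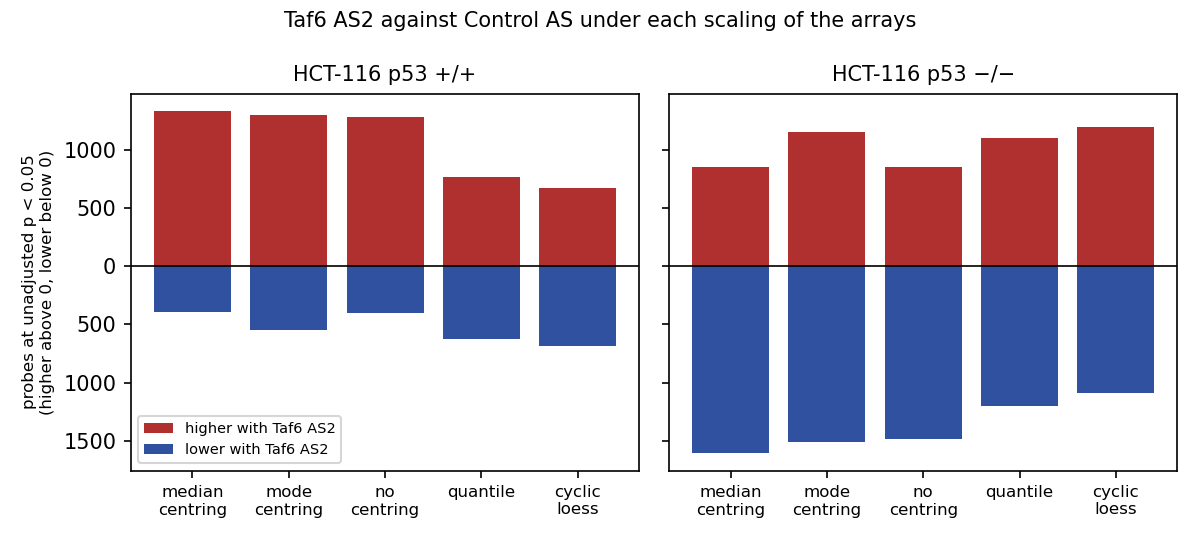
Numbers of probes at an unadjusted p under 0.05 that were higher (up) or lower (down) with Taf6 AS2 than with Control AS, in wild-type and p53 −/− HCT-116 cells, under 5 scalings of the same 12 arrays. Higher probes outnumber lower ones in wild-type cells under every scaling but cyclic loess, and in p53 −/− cells only under cyclic loess.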

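Of 3 measured ribosomal protein genes, 1 had a higher mean level with Taf6 AS2 in wild-type cells (2 after quantile normalization or cyclic loess) and 2 in p53 −/− cells (1 after quantile normalization), and 0 passed the test, also when adjusted over the list alone. The median log2 difference over all probes was 0.03 in wild-type and −0.03 in p53 −/− cells, but each array is centred, so that a change shared by all mRNAs does not show in it. The control transcripts of the labelling kits can be set beside the mRNAs of the same array. The 13 spots of the reverse transcription kit were 3.31 ± 0.19 (SD, n = 3 arrays) log2 units above the array median with Control AS and 3.06 ± 0.17 with Taf6 AS2 in wild-type cells (exact 2-sided permutation test, p = 0.3). In p53 −/− cells they were 2.66 ± 0.02 and 2.63 ± 0.11 above it (exact permutation test, p = 0.9). The 15 spots of the in vitro transcription kit were 6.73 ± 0.54 and 6.58 ± 0.21 above it in wild-type cells (exact permutation test, p = 0.9). In p53 −/− cells they were 5.89 ± 0.31 and 6.16 ± 0.10 above it (exact permutation test, p = 0.3). The smallest p that 3 arrays against 3 allow is 0.1, so these tests cannot pass the threshold. The files do not say when or in what amount the control transcripts were added, and the same mass of RNA was labelled for each array. The share of probes above background was 49.1 to 52.4% with Control AS and 44.4 to 49.0% with Taf6 AS2 in wild-type cells, and 47.7 to 49.2% and 42.1 to 50.5% in p53 −/− cells.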

**Figure 6:**
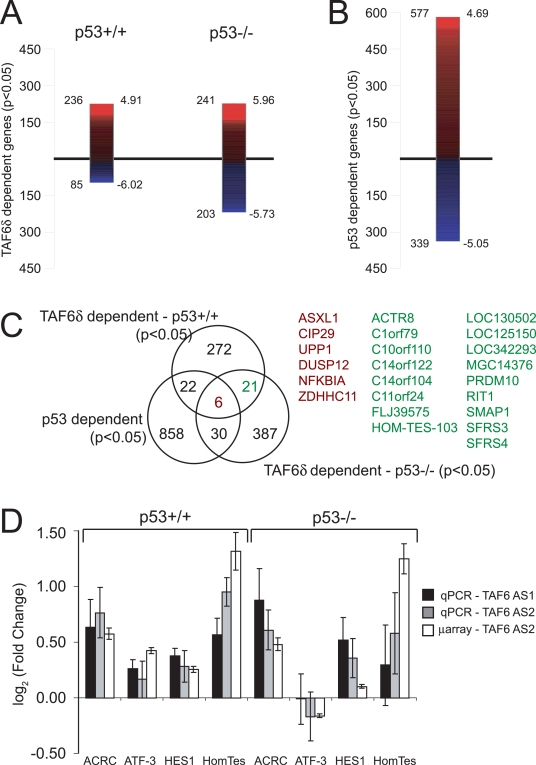
Endogenous TAF6δ expression induces apoptosis in the absence of p53. (A) Transcriptome analysis following TAF6 SSO in HCT-116 p53+/+ and p53−/− cells. Expression levels of mRNAs from cells treated with oligonucleotide Taf6AS2 were individually compared to control oligonucleotide-treated HCT-116 samples by genome-wide microarray analysis. The absolute number of probes detecting statistically significant (p<0.05) up- or down-regulation following splice-site selection is shown to the left of each bar; the maximum positive or negative logarithmic (base two) fold-change is shown to the right. The red gradient indicates positive, and the blue gradient negative fold changes in expression. (B) Transcriptome analysis following TAF6 SSO in HCT-116 cells and selecting for those genes that show significant regulation between the HCT-116 p53 +/+ versus HCT-116 p53 −/− cells irrespective of TAF6δ expression. Labels as in (A). (C) Venn-Diagram displaying the overlap between the three different target gene repertoires shown in (A) and (B). (D) Verification of gene expression changes by quantitative real-time RT-PCR. HCT-116 p53+/+ and HCT-116 p53−/− cells were transfected with two distinct antisense oligonucleotides that induce endogenous TAF6δ; Taf6 AS1 (grey bars), Taf6 AS2 (black bars). White bars indicate values from microarray experiments for comparison. 18 hours post-transfection total RNA was extracted and the levels of the indicated mRNAs were analyzed by quantitative real-time PCR with respect to the levels from cells treated with the control oligonucleotide. Error bars indicate standard deviation of three independent transfections.

TAF6α physically interacts with p53 [34], yet TAF6δ induces apoptosis in cells lacking p53. We therefore analyzed the microarray data to determine whether TAF6δ can control gene expression independently of p53. The p53-dependent genes were identified by filtering for genes that are significantly changed in the wild-type HCT-116 versus HCT-116 p53 −/− in both the presence of the TAF6 SSO or a scrambled control oligonucleotide (Fig. 6B). 

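RGS2, a regulator of G protein signalling, was 14.1-fold higher in wild-type than in p53 −/− HCT-116 cells with Control AS (log2 difference 3.82, SE 0.16, 3 arrays per group, adjusted p = 2.08e-10) and 12.4-fold higher with Taf6 AS2 (adjusted p = 6.29e-10). The inflammatory caspase CASP4 was 25-fold and 24.6-fold higher, and the calcium-binding protein S100A4 was 6.16-fold and 6.76-fold higher. ENC1 was 10.3-fold and 8.15-fold higher and the peroxidase PXDN 20.8-fold and 14.3-fold. PROM1, the surface protein CD133, was at least 20.9-fold and 16.3-fold higher, NRIP1, a corepressor of nuclear receptors, at least 14-fold and 10.5-fold, the glutamate transporter SLC1A3 at least 18.9-fold with Control AS, and CASP5 at least 14.2-fold with Taf6 AS2.

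At lower levels in wild-type cells, TM4SF18 was at least 54.1-fold lower with Control AS and 37.7-fold with Taf6 AS2, and ZBED2 was 14.5-fold and 9.19-fold lower. The ligand WNT16 was 5.86-fold and 5.92-fold lower, the acyl-CoA synthetase ACSL5 5.57-fold and 4.29-fold, the glucose transporter SLC2A3 5.81-fold and 3.23-fold, PKIB, an inhibitor of protein kinase A, 4.77-fold and 4.5-fold, and CHPT1 3.9-fold and 4.77-fold. ANGPT2, which encodes angiopoietin 2, was at least 13.5-fold lower with Control AS, and DNER at least 9-fold with Taf6 AS2. Adjusted p-values of these 18 genes were at most 0.0087. For each "at least", the gene was above background on 0 of 3 arrays of the lower group. Each of these arrays was set to no less than the lowest signal it measured at 3 times its error. A signal measured above that level was kept, and no measurement error was added, so these folds are not strict lower limits. CASP4 was above background on 1 of 3 p53 −/− arrays with either oligonucleotide and PXDN on 2 of 3, and of the wild-type arrays SLC2A3 on 1 of 3 and CHPT1 on 2 of 3.

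Of 7 measured genes of cholesterol metabolism, 0 were higher and 5 lower in wild-type cells with Control AS (6 lower when adjusted over the list alone), and 0 and 4 with Taf6 AS2 (1 higher and 6 lower), among them HMGCS1 (−1.25 and −0.87) and IDI1 (−0.92 and −0.89). With Taf6 AS2 the call of HMGCS1 ended under 9 of 30 alternatives and that of IDI1 under 6. Of 8 genes of the integrated stress response, 6 were lower with Control AS (7 over the list alone), among them GARS (−1.14) and SLC3A2 (−0.92), and 2 with Taf6 AS2 (1 higher and 3 lower over the list alone), CEBPB (−1.23, adjusted p = 0.0477, above background on 1 of 3 wild-type arrays, a call that ended under 15 of 30 alternatives) and CEBPG (−0.85, ended under 4). This count of 2 stayed within 1.5 times under 16 of 30 alternatives. Of 8 immediate early genes, 5 were lower with Control AS (6 over the list alone) and 3 with Taf6 AS2 (1 higher and 4 lower over the list alone), such as KLF6 (−1.20 and −0.87) and DUSP6 (−1.22 and −0.88). Of 7 interferon-stimulated genes, 1 was higher with Control AS (5 when adjusted over the list alone), the immunoproteasome subunit PSMB9 (1.09), and 2 with Taf6 AS2 (6 over the list alone), PSMB9 (1.28) and G1P2 (0.67, ended under 9 of 30). These 2 counts stayed within 1.5 times under 14 and 12 of 30 alternatives, with ranges of 0 to 5 and 0 to 6. All of these members come from the supplementary data files of the study, apart from 1 gene of cholesterol metabolism, so these counts are not independent evidence.

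In all, limma called 805 probes with Control AS, 167 higher and 638 lower in wild-type cells, and 538 with Taf6 AS2, 215 higher and 323 lower. Called in both, in 1 direction, were 359 probes, 122 higher and 237 lower, against 7.3 expected of independent lists, and 301 of them have a symbol. The median log2 difference of all probes was −0.12 with Control AS and −0.01 after quantile normalization, which gave 380 higher and 462 lower probes with Control AS, 452 and 354 with Taf6 AS2, and 53.2% higher in place of 34.0% among those in both. The one-way analysis of variance called 110 and 0 probes, limma without its trend 102 in both, and a block for the scan day, chosen after the data were seen, 775 in both.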

As expected, well-established p53 target genes, including FAS [54], FDXR [8], SESN1 [55] and p21/CDKN1A [56] were found in the p53-dependent gene set (Supplementary Data File S3), confirming the sensitivity and accuracy of the microarray methodology. 

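FAS encodes a death receptor, FDXR ferredoxin reductase, SESN1 a sestrin of the stress response and CDKN1A the cyclin-dependent kinase inhibitor p21. FAS (probe 102335) had a log2 signal of 3.01 ± 0.06 (SD, n = 3 arrays) in wild-type and 1.73 ± 0.16 in p53 −/− cells with Control AS, a 2.43-fold difference (log2 difference 1.28, SE 0.17, adjusted p = 0.00036). With Taf6 AS2 it was 2.09-fold higher in wild-type cells (adjusted p = 0.00244). CDKN1A (probe 137292) was 2.02-fold higher with Control AS (log2 difference 1.01, SE 0.18, adjusted p = 0.00316) and 3.33-fold higher with Taf6 AS2 (log2 difference 1.74, adjusted p = 2.06e-05). SESN1 (probe 115924) was 2.69-fold higher with Control AS (log2 difference 1.43, SE 0.24, adjusted p = 0.0027) and 2.64-fold higher with Taf6 AS2 (adjusted p = 0.00417), and was above background on 2 of 3 p53 −/− arrays with Taf6 AS2. Of 2 FDXR probes, probe 109792 was 1.76-fold higher with Control AS (log2 difference 0.81, SE 0.18, adjusted p = 0.0184) and 2.28-fold higher with Taf6 AS2 (adjusted p = 0.00132). Probe 167587 had a log2 difference of 0.20 with Control AS (adjusted p = 0.769) and was 1.91-fold higher with Taf6 AS2 (adjusted p = 0.0357).

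Of 13 measured genes in a list of 42 p53 targets, 6 were higher and 2 lower in wild-type cells with Control AS (8 and 2 when adjusted over the list alone), and 7 were higher and 1 lower with Taf6 AS2 (10 and 2 over the list alone). CYFIP2 was 2.23-fold and 2.28-fold higher, and GDF15, a cytokine of the stress response, 2.01-fold and 3.77-fold. PMAIP1, which encodes the pro-apoptotic protein NOXA, was 1.76-fold lower in wild-type cells with Control AS (adjusted p = 0.00293) and 1.9-fold lower with Taf6 AS2 (adjusted p = 0.00349). With Taf6 AS2 it had no usable value on p53 −/− replicate 1. Each of these 2 calls ended under 3 of 27 alternatives, with an adjusted p of up to 0.107 and 0.505. All 13 names come from the supplementary data files of the study, so the list is not independent evidence.

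The calls of FAS and SESN1 ended only under the one-way analysis of variance, and that of CDKN1A with Control AS also in limma without its trend. The Control AS call of FDXR probe 109792 ended under both of these, without HCT-116 p53 −/− Control AS replicate 1 or 3, without HCT-116 p53 +/+ Control AS replicate 1 and with the scan day 1 arrays alone, with an adjusted p of up to 0.192, and 17 of 30 alternatives kept the call of probe 167587.

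**Figure D2:**
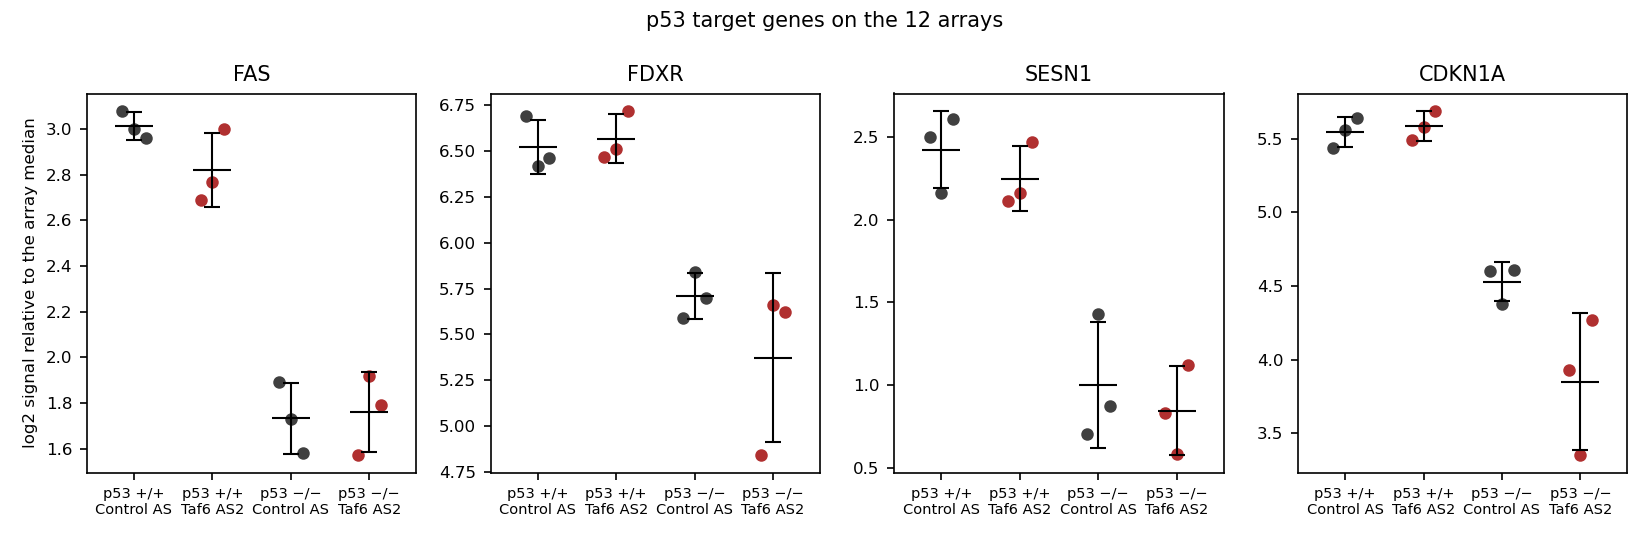
Log2 signal, relative to the array median, of FAS, FDXR (probe 109792), SESN1 and CDKN1A in wild-type and p53 −/− HCT-116 cells with Control AS or Taf6 AS2. Points are single arrays, and bars give the mean and SD of 3 arrays. Every wild-type array lies above every p53 −/− array with the same oligonucleotide.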

We focused on the identification of genes regulated in both wild-type HCT-116 and HCT-116 p53 −/− because these mRNAs represent candidates for genes that function to induce p53-independent apoptosis. 

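Of the probes at an unadjusted p under 0.05 after Taf6 AS2, 118 had the same direction in wild-type and p53 −/− cells, 66 higher and 52 lower in both. Independent lists of these sizes would share 53.7 in 1 direction, and 100 simulations of unchanged groups, which hold no scan-day structure, gave 38 to 81. Of 100 splits of the arrays between the oligonucleotides within each line, 17 gave at least 118, the real one among them, with up to 1344. These splits were not balanced for the scan day, and those that follow it can have raised counts, so they cannot decide on chance. Opposite directions were found at 26 probes, where 75.1 would be expected. HOM-TES-103, MGC14376, SFRS3, C10orf110 and CIP29 are among the probes that were higher in both lines.

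At the same threshold 1960 probes differed between the lines in 1 direction with both oligonucleotides, and 14 of the 118 were among them, while 104 were not. Of the probes at an unadjusted p under 0.05 after Taf6 AS2 in wild-type cells, 26 were also p53-dependent with the same sign and 14 with the opposite sign, where independent lists would give 35.8 and 66.7. In p53 −/− cells 158 had the same and 34 the opposite sign, where independent lists would give 85.4 and 60.7, GARS and SLC3A2 among those lower in both respects. The comparisons share arrays, so that independence does not hold for these overlaps, and no value without change is known for the agreement in sign. In either line there were 218, and 16 of the 100 splits, the real one among them, gave at least as many, with up to 683.

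Over all 33058 probes, the log2 differences of the 2 lines had a correlation of 0.193, across probes, which are not independent replicates. After quantile normalization the correlation was 0.059. Without any 1 array the count of 118 ranged from 68, without HCT-116 p53 +/+ Control AS replicate 3, to 243, without HCT-116 p53 −/− TAF6 AS2 replicate 3.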

The different gene sets significantly regulated by TAF6δ in wild-type and p53 negative HCT-116 cells, as well as the p53-dependent genes, are shown by Venn diagrams in Fig. 6C. The absolute numbers of TAF6δ-dependent genes is underestimated when compared to p53-dependent genes because the two gene sets are derived from very technically different approaches. p53-dependence is defined here through the use of an isogenic cell line in which p53 expression is eliminated completely in 100% of cells by genetic ablation through homologous recombination. In contrast TAF6δ-dependency is defined by the induction of endogenous TAF6δ via transient transfection with splice switching oligonucleotides, that occurs only partially (Fig. 1C) and in fraction of the cells (Fig. 2B). Nonetheless, the analysis revealed 21 TAF6δ-dependent, p53-independent genes (Fig. 6C). 

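The 21 probes are those of Supplementary Data File S4 that are not in S3, and 18 of them have a symbol. In the deposited arrays 19 of the 21 had a higher mean level after Taf6 AS2 in both lines, 1 a lower level in both and 1 opposite signs. RIT1, which encodes a small GTPase of the RAS family, had log2 differences of 0.92 (SE 0.23) in wild-type and 0.55 (SE 0.23) in p53 −/− cells, and C10orf110, above background on 2 of 3 arrays in 3 of the groups, had 1.07 and 1.17 (SE 0.39 each). CIP29, which encodes a nuclear protein that binds RNA, had 0.63 and 0.52 (SE 0.15 each). SFRS4, another SR protein, had 0.21 and 0.22 (SE 0.11 each), and SFRS3 had 0.40 (SE 0.14) in p53 −/− cells. The further probe of SFRS3, which is not among the 21, had 0.12 there. DUSP12, a phosphatase, had 0.21 and 0.20, SMAP1 0.33 and 0.49, and the actin-related protein ACTR8 0.37 and 0.34. Absolute log2 differences of the 21 probes ranged from 0.16 to 1.27 in wild-type cells, with medians of 0.34 in wild-type and 0.49 in p53 −/− cells.

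Of the 21 probes, 0 passed the threshold in either line over all probes with limma, which is also the number with the one-way analysis of variance. HOM-TES-103, 1 of the 21, passed in both lines under quantile normalization, mode centring and cyclic loess (adjusted p of 0.00856 to 0.0264). At an unadjusted p under 0.05 there were 11 in wild-type cells, 13 in p53 −/− cells and 10 in both. At 19 of the 21 all 3 Taf6 AS2 arrays lay on 1 side of the 3 Control AS arrays in both lines. The probes were chosen on these arrays, so that these counts are not independent evidence. The paper proposes that mRNAs regulated in both wild-type HCT-116 and HCT-116 p53 −/− cells are candidates for genes that induce p53-independent apoptosis, and, with the real-time PCR of selected genes, it concludes that TAF6δ can induce gene expression without p53 (Fig. 6D).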

To independently validate the TAF6δ-dependent genes we selected 4 genes (and the internal control FNBP4) for real-time quantitative RT-PCR analysis. One gene (HOM-TES-103) is within our P-value cut-of (P<0.05), another (ACRC) is slightly outside the P-value cut-off (P = 0.0698), and a third (HES1) substantially outside our cutoff (P = 0.2012). 

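In wild-type cells HOM-TES-103 was 2.42-fold and ACRC 1.55-fold higher after Taf6 AS2 than after Control AS. For HOM-TES-103 limma gave an unadjusted p of 5.89e-06, and for ACRC one of 0.00679, while an exact permutation test of 3 arrays against 3 cannot go below 0.1. In p53 −/− cells the fold differences were 2.35 and 1.39, with unadjusted p-values from limma of 8.91e-06 and 0.0338, and the same limit of 0.1 on an exact test. Over all probes the adjusted p of ACRC was 0.933 in wild-type and 0.657 in p53 −/− cells. For HOM-TES-103 it passed the threshold in wild-type cells under 7 of 30 alternatives, with a range of 0.00942 to 0.886, and in p53 −/− cells under 7 of 30, with a range of 0.00856 to 0.906. It was 0.00942 and 0.0124 with quantile normalization, 0.0264 and 0.0225 with mode centring and 0.0196 and 0.00856 with cyclic loess.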

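HOM-TES-103 (probe 182561) had a log2 signal of 2.03 ± 0.19 (SD, n = 3 arrays) with Control AS and 3.31 ± 0.31 with Taf6 AS2 in wild-type cells, a log2 difference of 1.27 (SE 0.20). In p53 −/− cells it had 1.60 ± 0.07 and 2.83 ± 0.30, a log2 difference of 1.23 (SE 0.20). ACRC (probe 167324), named for its acidic repeats, had a log2 signal of 1.92 ± 0.15 (SD, n = 3) and 2.55 ± 0.19 in wild-type cells and of 1.29 ± 0.15 and 1.76 ± 0.29 in p53 −/− cells, log2 differences of 0.63 and 0.47 (SE 0.21 each). For both genes every Taf6 AS2 array lay above every Control AS array in each line (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Neither gene passed the threshold over all probes in either line. Between the lines, the log2 differences after Taf6 AS2 differed by 0.04 for HOM-TES-103 (SE 0.28) and by 0.16 for ACRC (SE 0.29), both at an adjusted p of 0.9998 from limma. With Taf6 AS2 the level of ACRC was 0.79 log2 units higher in wild-type than in p53 −/− cells (adjusted p = 0.0645), and that of HOM-TES-103 was 0.47 log2 units higher (adjusted p = 0.338).

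**Figure D3:**
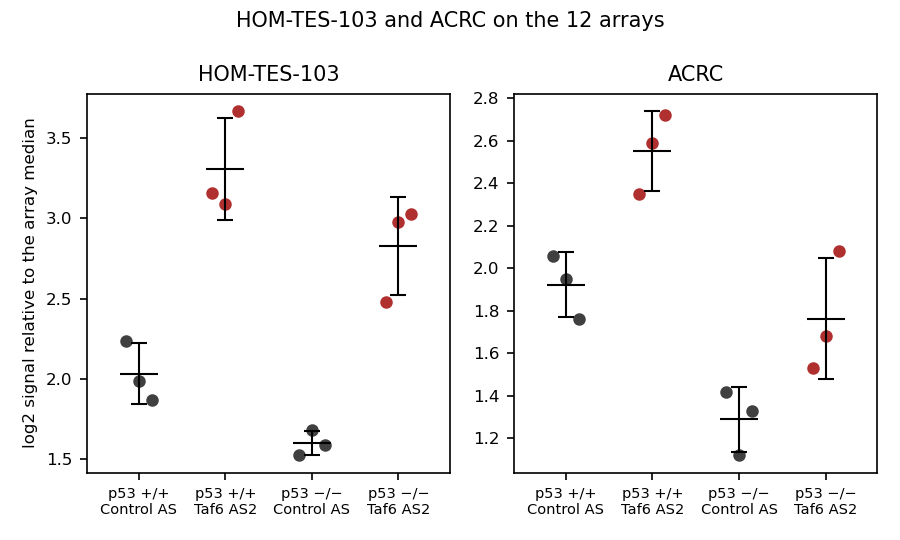
Log2 signal, relative to the array median, of HOM-TES-103 and ACRC in wild-type and p53 −/− HCT-116 cells with Control AS or Taf6 AS2. Points are single arrays, and bars give the mean and SD of 3 arrays. In each line the 3 Taf6 AS2 arrays lie above the 3 Control AS arrays.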

ACRC, HES1 and HOM-TES-103 were induced by TAF6δ in wild-type p53 HCT-116 cells as well as HCT-116 p53 −/− cells (Fig. 6D). We also verified the expression of ATF3, since it represents the distinct class of genes that are regulated by TAF6δ only in the presence of p53. ATF3 induction was documented in HCT-116 cells expressing p53 but not in p53-null HCT-116 cells, as validated by real-time RT-PCR (Fig. 6D). 

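On the arrays ATF3 (probe 185687), a transcription factor induced by stress, had a log2 signal of 3.40 ± 0.11 (SD, n = 3 arrays) with Control AS and 3.81 ± 0.13 with Taf6 AS2 in wild-type cells. The log2 difference was 0.40 (SE 0.15, adjusted p = 0.933), 1.32-fold, with the 3 Taf6 AS2 arrays above the 3 Control AS arrays. In p53 −/− cells ATF3 had 3.98 ± 0.07 with Control AS and 3.65 ± 0.27 with Taf6 AS2, a log2 difference of −0.33 (SE 0.15, adjusted p = 0.663), and the arrays overlapped. The responses of the 2 lines differed by 0.73 log2 units (SE 0.21). The adjusted p of this interaction from limma was 0.9998 over all probes and 0.029 when adjusted over the 10 probes of genes named in the paper alone, a list that the study chose on these samples. With Control AS the level of ATF3 was lower in wild-type than in p53 −/− cells by 0.57 log2 units (log2 difference −0.57, adjusted p = 0.0499), a call that 13 of 30 alternatives kept and that ended, for example, after quantile normalization and without any 1 of the Control AS arrays, with an adjusted p of up to 0.233. With Taf6 AS2 the difference was 0.15 (adjusted p = 0.805).

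**Figure D4:**
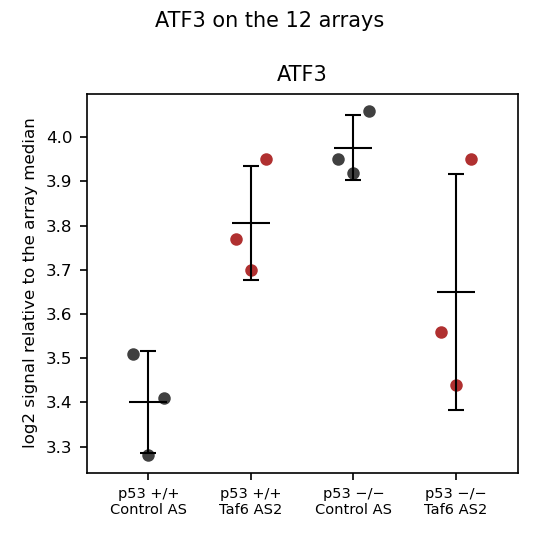
Log2 signal, relative to the array median, of ATF3 in wild-type and p53 −/− HCT-116 cells with Control AS or Taf6 AS2. Points are single arrays, and bars give the mean and SD of 3 arrays. The 3 Taf6 AS2 arrays lie above the 3 Control AS arrays in wild-type cells, and the groups overlap in p53 −/− cells.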

To reinforce the specificity of all of these effects, we employed two distinct TAF6δ-inducing SSOs, both of which caused comparable changes in expression of the four genes tested (Fig. 6D). These results confirm that TAF6δ can induce gene expression independently of the tumor suppressor p53.

## Discussion

Here we have combined splice-switching oligonucleotides (SSOs) with high-sensitivity genome-wide microarrays to shed light on the function of endogenous TAF6δ. By experimentally inducing endogenous TAF6δ expression we show that TAF6δ triggers robust cell death in several cancer cell types. The expression of the p53 tumor suppressor is dispensable for TAF6δ-dependent cell death and gene expression in several cell lines. The data establish the TAF6δ pathway as an important signaling hub that can control apoptosis in the absence of p53. Our microarray results show that TAF6δ expression activates genes, such as HOM-TES-103, HES1 and ACRC independently of p53. The 21 genes we identify here that are controlled by TAF6δ independently of p53 represent candidate genes that could mediate TAF6δ-dependent apoptosis. The majority of genes identified through the unbiased microarray approach are of as yet unknown biological function; a finding that is not unexpected given that TAF6δ represents a newly discovered signaling pathway. Therefore, further work will be required to determine their contributions to the apoptotic program. Given the fact that TAF6δ activates minimally hundreds of genes, it is improbable that any single gene product could account fully for TAF6δ-driven apoptosis. The microarray data presented here represent, to our knowledge, the first documentation of changes in gene expression due to induction of an endogenous TFIID subunit. Based on the increases in gene expression we have demonstrated here, we propose a model in which TAF6δ drives a pro-apoptotic transcription program to initiate the apoptotic cascade.

Despite intensive efforts, the molecular mechanisms by which the TAFs specifically influence gene expression remain obscure. The advantage of the SSO strategy employed here is that it reveals for the first time a pro-apoptotic role for endogenous TAF6δ levels. As is the case for all physiological alternative splicing events, the TAF6δ isoform is produced with a concomitant reduction in the levels of the major alpha isoform. The reduction in TAF6α may contribute to changes in gene expression during the SSO-enforced as well as the normal physiological switch from alpha to delta expression. It is, however, important to note that the overexpression of TAF6δ alone is sufficient to induce apoptosis in cells that express endogenous TAF6α [39]. Therefore, although decreased TAF6α expression necessarily accompanies increased TAF6δ expression, all the available evidence indicates that the increase of the minor TAF6δ isoform is a critical molecular event triggering apoptosis.

Mounting evidence suggests that functionally distinct forms of TFIID exist [57], and that TFIID composition is dynamic [58]. Recently, the dynamic nature of core promoter recognition complexes *in vivo* has been underscored by the observation of a drastic replacement of the cellular pools of canonical TFIID with a complex containing TRF3/TAF3 during myogenesis [59]. The number of combinatorial possibilities for more subtle changes within the TFIID complex itself continues to expand with the discovery of new TAF isoforms; TAF4 and TAF4b possess distinct target gene specificities [60], TAF9 and TAF9b can both incorporate into TFIID but are functionally non-redundant [61], and TAF1-2 and TAF1-4 are signal-inducible and functionally distinct splice variants of TAF1 [62], [63]. To date, however, the functional consequences for changes in the cellular levels of endogenous TFIID subunits have remained unknown. The current findings show that the induction of a single TFIID subunit within living cells can orchestrate gene expression programs to alter cell physiology. TAF6δ mRNA levels can be dramatically induced in HL-60 cells after differentiation by retinoic-acid, demonstrating at least one physiological situation where TAF6δ is induced in living cells [39]. Recent genetic evidence that TAF12 is required for ethylene-responsive transcription in plants [64] further argues that TFIID is a signal-responsive transcription factor. Therefore, in addition to its known functions in core promoter recognition and co-activation, TFIID represents a platform that integrates cellular signals with the control of gene expression.

The pro-apoptotic transcription factor p53 plays a central role in genome surveillance and tumor suppression. The p53 protein is not required for cell viability and indeed is lost or mutated in roughly 50% of tumors [6]. Even in animal models where functional p53 can be restored by gene therapy, tumors readily attain resistance to p53 due to inactivation of p19*^ARF^* or p53 itself [65]. The efficient induction of cell death in several different tumor cell lines by SSO targeting of *TAF6*, independent of their p53 status, provides a proof-of-principle that the TAF6δ pathway can be exploited to kill tumor cells. The data presented here define the TAF6δ signaling hub as able to control apoptosis without p53, but with interconnections to the p53 pathway including several shared target genes, as revealed by transcriptome-wide microarray analysis (Fig. 6B). Unlike p53, TAF6 is essential for viability in all organisms studied [26], [27], [28], [29]. Furthermore, targeting *TAF6* results in a substantially more robust apoptotic response than targeting another apoptotic gene, *Bcl-x* in several tumor cell lines (Fig.s 3, 4 & 5). Further characterization of the TAF6δ signaling hub may therefore provide novel therapeutic avenues to induce controlled tumor cell death irrespective of their p53 status.

The TAF6δ pathway remains an orphan pathway since the precise molecular trigger that induces TAF6δ expression in the physiological context is currently unknown. The fact that TAF6δ can act downstream of p53 to control gene expression, and that TAF6δ can dictate cell death versus life decisions of human cells, evoke the possibility that this newly defined pathway could be subject to deregulation in certain cancer cells. In this light, it is intriguing that expression levels of TAF6 have been correlated with the inflammatory breast cancer phenotype [66], and isoform specific enrichment of a TAF6 splicing variant has been reported in breast cancer [45]. Experiments to identify the upstream signals that control TAF6δ expression *in vivo* in healthy tissues, as well as to uncover the potential role of mutations to the TAF6δ pathway in cancer are ongoing in our laboratory.

## Supporting Information

Figure S1 (A) Time course for antisense RNA-mediated TAF6δ mRNA induction. Transfections and RT-PCR were performed as in Fig. 1C except that RNA was extracted at various times (x-axis) after transfection. (B) Dose-dependent antisense mediated induction of TAF6δ mRNA expression. As in B, with different concentrations of oligonucleotides transfected indicated on the x-axis.
(0.71 MB EPS) Click here for additional data file.

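For each probe the table gives the log2 difference between Taf6 AS2 and Control AS in wild-type HCT-116 cells, with a P and an E column. The paper's table holds 321 probes, 236 higher and 85 lower, and 263 of them have a symbol. Its E value is at most 0.05 at all 321 probes and its P value at 51. In the deposited arrays 320 of the 321 probes were tested here, and 319 had the sign of the table, RIT1, UPP1 and SFRS3 among those higher. Across these probes the log2 differences of the table and those computed here had a correlation of 0.887. At an unadjusted p under 0.05 from limma there were 130 of them, and 0 passed the threshold over all probes. Of the probes tested, 79.4% were above background on all 3 arrays of at least 1 group. The table was chosen on these arrays, so that its signs are not independent evidence.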

Supplementary Data File S1 Genes changing in response TAF6delta in HCT-116 p53 +/+ cells
(0.05 MB TXT) Click here for additional data file.

Supplementary Data File S2 Genes changing in response to TAF6delta in HCT-116 p53 −/−
(0.07 MB TXT) Click here for additional data file.

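The table has the columns of the table for wild-type cells, for the comparison of Taf6 AS2 with Control AS in HCT-116 p53 −/− cells. The paper's table holds 444 probes, 241 higher and 203 lower, with an E value of at most 0.05 at all of them and a P value of at most 0.05 at 74. Of the 444, 443 had the sign of the table in the deposited arrays, such as LOC130502, higher with Taf6 AS2, and 277 had an unadjusted p under 0.05 from limma, while 0 passed the threshold over all probes. The correlation of the log2 differences across probes was 0.894. The probes shared by this table and the one for wild-type cells number 27.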

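For each probe this table gives the comparison of wild-type with p53 −/− HCT-116 cells for each oligonucleotide. It holds 916 probes, 577 higher and 339 lower in wild-type cells by the paper's values, 832 with a symbol. The paper's P value is at most 0.05 in both comparisons at 332 of the probes. All 916 had the sign of the table in the deposited arrays, with correlations of the log2 differences across probes of 0.997 with Control AS and 0.993 with Taf6 AS2. Over all probes 409 of the 916 passed the threshold with Control AS and 433 with Taf6 AS2. RGS2, CASP4, FAS and CDKN1A are among those higher in wild-type cells in both comparisons, and ZBED2, WNT16 and PMAIP1 among those lower. Above background on all 3 arrays of at least 1 group were 99.6% of the probes with Control AS and 97.9% with Taf6 AS2.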

Supplementary Data File S3 Genes differentially expressed in the HCT-116 p53 +/+ cells versus in HCT-116 p53 −/− cells both in cells treated with control oligonucleotide and TAF6delta -inducing oligonucleotides
(0.24 MB TXT) Click here for additional data file.

Supplementary Data File S4 Genes differentially regulated by TAF6delta in both HCT-116 p53 +/+ cells and HCT-116 p53 −/− cells
(0.01 MB TXT) Click here for additional data file.

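The 27 probes of the table are those that the tables for wild-type and for p53 −/− cells share, and 23 have a symbol. Of the 27, 6 are also in the p53 table, UPP1, ZDHHC11, ASXL1, NFKBIA, LOC342293 and probe 199183, of which no symbol is known. NFKBIA encodes an inhibitor of the transcription factor NF-κB and had log2 differences after Taf6 AS2 of 0.25 and 0.30 in wild-type and p53 −/− cells (SE 0.12 each). ZDHHC11 had 0.41 and 0.30 (SE 0.15 each), and ASXL1, a chromatin regulator, 0.31 and 0.29 (SE 0.13 each). LOC342293 had −1.46 in wild-type and 1.92 in p53 −/− cells (SE 0.75 each), and was above background on 1 of 3 arrays or fewer in every group. In the deposited arrays 23 of the 27 probes were higher in both lines, 2 lower in both and 2 opposite in sign. At 24 of the 27, all Taf6 AS2 arrays lay on 1 side of all Control AS arrays in both lines. With limma 0 passed the threshold over all probes, HOM-TES-103 passed in both lines under quantile normalization, mode centring and cyclic loess, and 12 had an unadjusted p under 0.05 in both lines.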

How the deposited data were processed for this re-analysis (not part of the article)

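The arrays measured mRNA of HCT-116 p53 +/+ and p53 −/− cells, transfected with Control AS or Taf6 AS2, on 12 Applied Biosystems human genome arrays, 3 per group. As the authors describe, total RNA was amplified linearly in 1 round, labelled and hybridized, and images were read by chemiluminescence with the Applied Biosystems array software. The deposited file of each array gives the software's normalized intensity of each probe in 1 colour, on a linear scale, a score, which is the coefficient of variation (CV) of that intensity, and a quality code of another kind. The deposited series table holds the same intensity divided by the median of the array. The authors' further steps, averages weighted by the CV, NeONORM and an analysis of variance, are not in the files.

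Probes of controls and values with a quality code at or above the limit given in the methods (4096) were removed, no other value was at or below 0, and the log2 intensity was centred on the median of each array. From 58 to 760 probes of an array were removed for their quality code, and 32335 to 33037 remained usable. A block of 656 probes was masked on TAF6 AS2 replicate 2 of both lines. The median intensity of an array was 1.08 to 1.28 before centring. The number of arrays limits the precision.

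The 33058 probes with at least 2 usable arrays in each group were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, 17.4 degrees of freedom in all, residual and prior together), in a model of the 4 group means without covariates. Taf6 AS2 was compared with Control AS in each line, wild-type with p53 −/− cells for each oligonucleotide, and the responses of the 2 lines with each other as an interaction. P-values were adjusted by Benjamini-Hochberg over all probes tested, with a threshold of 0.05. A probe was called p53-dependent when it passed in both comparisons of the lines with 1 sign. The fit was tested on simulated data with 200 changed probes. At log2 differences of 0.5, 1 and 2 it found 3, 44 and 150 of them, with 0, 2 and 10 false calls. Overlaps were set beside 100 simulations of 4 unchanged groups, which hold no scan-day structure. Single values of 3 arrays against 3 were compared by exact 2-sided permutation, with a smallest possible p of 0.1.

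Symbols came from the study's supplementary data files (1383 probes), from probes that share a gene identifier with these (434) and from the RefSeq annotation (65). The named genes were, for each comparison, the 10 largest rises and 10 largest falls past the threshold with 1 symbol and all arrays of 1 group above all of the other. A signal of at least 3 times its error on all 3 arrays of at least 1 group was planned as a further condition but was not applied. Where fewer passed, those with the smallest p among genes with 1 symbol and the arrays so separated filled up to 5 in each direction, as values. Also named were the genes the paper names, the 27 probes of Supplementary Data File S4, whose values in the paper's tables had been seen when the rule was set, and up to 4 members of each gene list. Some of these genes are not reported here. The 22 gene lists cover p53 targets, pro-apoptotic and anti-apoptotic genes, TFIID subunits, SR proteins and CLK kinases, hnRNP proteins, the integrated stress response, ER chaperones, heat shock, interferon-stimulated genes, NF-kB targets, immediate early genes, the Notch pathway, hypoxia, mitosis, DNA replication, cholesterol synthesis, ribosomal proteins, polyadenylated histones, colon epithelium, leukocytes and fibroblasts or endothelium. Only members with a symbol could be measured, fewer than 80% of every list, and most of them owe their symbol to tables of called probes. Tests of whole lists were therefore not run.

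The alternatives were quantile normalization, mode centring with a kernel of width 0.2, cyclic loess, no centring, the series table, leaving out the lowest 25% of probes by signal, keeping values with any quality code, weights of 1/CV, the one-way analysis of variance, limma without trend and robust limma, the 6 arrays of a comparison alone, a replicate block, an absolute log2 difference of at least 1, genes in place of probes and leaving out each array. A block for the scan day, the arrays of scan day 1 alone, a CV of at most 1/3 in a group, and quantile normalization with each block were added after the data were seen. Tables were prepared and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.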

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

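The tests of the share of higher probes, the adjustment of the interaction over the 10 probes of paper-named genes alone and the alternatives with a scan-day block, scan day 1 alone or a limit on the CV were chosen after the results were seen. CDKN1A and ATF3 stood out because their interaction of Taf6 AS2 and p53 passed the threshold over the 10 probes alone, though not over all probes. The study chose that list on these samples, so this is not independent evidence. For CDKN1A the log2 difference was 0.04 in wild-type and −0.68 in p53 −/− cells, an interaction of 0.72 (adjusted p = 0.0475 over the 10 probes alone and 0.9998 over all probes, from limma), and over 28 alternatives it ranged from 0.47 to 0.93. For ATF3 the interaction was 0.73 (adjusted p = 0.029 over the 10 probes alone and 0.9998 over all probes), with a range of 0.62 to 0.88. Without HCT-116 p53 −/− TAF6 AS2 replicate 3, CDKN1A passed the threshold over all probes in p53 −/− cells, at −0.89 (adjusted p = 0.0336, with a range of 0.0336 to 0.935 over 30 alternatives). Over all probes 0 passed as an interaction in limma and 1068 had an unadjusted p under 0.05, fewer than the 1653 that chance gives. Of 100 splits of the arrays between oligonucleotides within the lines, 77 gave as many, with 6928 as the highest other, so that chance cannot be excluded for this count, and splits that call several times more probes point to a structure of the samples. These splits were not balanced for the scan day.

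The 27 p53-dependent probes outside the paper's tables stood out as a signal the paper does not report, 4 higher and 23 lower in wild-type cells. They are part of 359, of which 332 are in Supplementary Data File S3. The 2 with a symbol are NRG1, which encodes neuregulin 1, and MRLC2, a myosin light chain, named after its values were seen (−0.66 and −0.63, adjusted p = 0.0259 and 0.0445). NRG1 was at least 7.35-fold lower with Control AS, by the bound described above, which is not a strict limit. The NRG1 call with Taf6 AS2 ended under 8 of 30 alternatives, among them the one-way analysis of variance, limma without trend, weights of 1/CV, the scan day 1 arrays alone, and without HCT-116 p53 −/− TAF6 AS2 replicate 1 or 3 or HCT-116 p53 +/+ TAF6 AS2 replicate 1 or 3, with an adjusted p of up to 0.52. For the count of 359 probes, 1 of 100 splits of the arrays between the lines gave as many, the real one, with 0 as the highest other. Chance can thus be excluded for that count, but the 27 probes were not tested apart. The one-way analysis of variance called 0 probes between the lines with Taf6 AS2, and so none as p53-dependent. The median log2 difference of all probes was −0.12 with Control AS, and the directions of the 27 were not tested under other scalings.

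The share of higher probes after Taf6 AS2, 77.2% in wild-type and 34.7% in p53 −/− cells, depends on the scaling. The middle range of the log2 signal was narrower with Taf6 AS2 than with Control AS, with group medians of 3.56 against 3.85 in wild-type and 3.67 against 4.11 in p53 −/− cells, and this may account for it. The arrays overlapped, at 3.49 to 4.06 against 3.82 to 4.36 in wild-type and 3.49 to 4.18 against 4.05 to 4.17 in p53 −/− cells, where the Taf6 AS2 array of scan day 2 had a wider range than all 3 Control AS arrays. After quantile normalization, which gives all arrays 1 spread, the share was 55.1% in wild-type and 47.7% in p53 −/− cells, but 1 distribution for all arrays draws the share toward 50% whatever the cause, so that the narrower spread cannot be told apart from other causes by this test. A mostly positive effect of TAF6δ, the biological explanation of the design, was taken to give over 50% in both lines under each scaling, and 4 of 8 pairs of line and scaling did. Since quantile normalization would draw the share toward 50% under such an effect too, this test cannot decide on it. Both explanations stay open, since a narrower spread of signal could itself come from the treatment.

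The log2 differences of the 2 lines had a correlation of 0.193 across probes, higher than under the other balanced splits (highest 0.142), and 0.059 after quantile normalization, where 4 of 72 splits with the scan days balanced gave as high a value (highest other 0.072). Chance and the scan day cannot be excluded on this evidence. With the running median of probes of like signal also subtracted, after quantile normalization, the correlation was 0.051. This small move from 0.059 does not measure offsets that quantile normalization had already removed. The larger fall, from 0.193, came with quantile normalization itself. Offsets that follow the signal cannot be told apart from a shared response here, since no spread for the value of 0.051 is known. A shared response to Taf6 AS2 stays open. The 118 probes with 1 direction in both lines were reached by 17 of 100 splits between oligonucleotides (highest other 1344), and the 218 also called p53-dependent by 16 of 100 (highest other 683). These splits were not balanced for the scan day, and those that follow it can have raised counts. They therefore cannot decide on chance, which is not excluded for either count.

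Neighbouring p53-dependent genes shared a direction in 48 of 77 pairs, against a median of 42 in 10000 permutations (permutation p = 0.0942), and in 45 of 72 without pairs of like symbols, against 39 (permutation p = 0.0964). Genome segments that differ between the lines, a candidate explanation, and related genes that share a target or promoter cannot be told apart from chance here, since neither p passes, while the pairs with 1 direction outnumber the median of the permutations. The pairs were at most 20 genes apart. Runs of 1 direction were counted along the p53-dependent genes of a chromosome without a limit on distance, and were not tested against chance. The longest run was 12 genes lower in wild-type cells on chromosome 1, from TINAGL1 to S100A11, and need not be 1 segment. Of the 24 p53-dependent genes on that chromosome, 19 were lower.

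For the comparisons of 3 arrays with 3, the 10 possible splits are too few for a share under 0.05. After Taf6 AS2 in wild-type cells 4 of 10 splits gave at least the real 1729 probes at an unadjusted p under 0.05, with 3980 as the highest other, and in p53 −/− cells 2 of 10 gave at least 2463, with 3665 as the highest other. The splits above the real ones put both arrays of scan day 2 on 1 side. Among the splits with 1 such array on each side, which are fewer still, the real one gave the most in each line. The highest other was 1228 in wild-type and 2231 in p53 −/− cells. With the scan day as a block limma called 2 probes in wild-type and 8 in p53 −/− cells. Between the lines the real split was the only 1 of 10 with as many called probes, 805 with Control AS (highest other 0) and 538 with Taf6 AS2 (highest other 1).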

How the results depend on the processing

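The scan-day block, the scan day 1 arrays alone, the limit on the CV and quantile normalization with a block were chosen after the results were seen. No named gene that passed the threshold changed sign under any of the alternatives. Leaving out single arrays kept 2108 gene results on their side of the threshold, while 95 lost it and 7 gained it, and the one-way analysis of variance kept 108 and ended 78. No probe passed as an interaction, or after Taf6 AS2 in wild-type cells, without any 1 array. No centring, keeping all quality codes, robust limma and the series table moved no count by over 1.5 times. The floor for values at or below 0 was not run, since there were none, and tests of whole lists were not run. Probes near background limit the calls, since 42.1 to 52.4% of the probes of an array were above it. Across probes, the deviations of arrays with 1 replicate number from their group means had correlations of 0.006 to 0.292 (0.072 to 0.546 over the 12100 brighter probes, above 0.1 in 11 of 12 pairs), highest at replicate 3, and in 9 of 12 comparisons an array correlated best with its own number. The arrays thus vary together in part, but not in every pair, and the replicate block is given as an alternative. The cause of the changes below was not tested, apart from fewer probes or arrays where the alternative leaves them out.

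After Taf6 AS2, the called probes in wild-type and p53 −/− cells were 1 and 1 under quantile normalization, mode centring and cyclic loess, 19 and 4 with weights of 1/CV, 2 and 8 with the scan-day block, 2 and 6 under quantile normalization with the replicate block, 2 and 4 with the scan-day block after it, and 7 in p53 −/− cells on scan day 1. Leaving out 1 array gave 0 to 60 in p53 −/− cells, 60 without HCT-116 p53 −/− TAF6 AS2 replicate 3. At an unadjusted p under 0.05 there were in wild-type cells 833 without the lowest 25%, 3070 with weights and 440 with a CV of at most 1/3, and 1310 to 2434 without 1 array. In p53 −/− cells there were 953 at an absolute log2 difference of at least 1, 4240 on scan day 1 and 1534 with the CV limit, and 1608 to 4728 without 1 array, 4728 without HCT-116 p53 −/− TAF6 AS2 replicate 3 and 1608 without HCT-116 p53 −/− Control AS replicate 2.

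The percent higher in wild-type cells was 55.1 under quantile normalization, 49.5 under cyclic loess, 55 without the lowest 25%, 57.2 on scan day 1, 38.2 with the CV limit, 53.3 and 54.4 under quantile normalization with the replicate and the scan-day block, and 59.1 to 80.9 without 1 array (59.1 without HCT-116 p53 +/+ TAF6 AS2 replicate 3). In p53 −/− cells it was 47.7, 52.3, 23.1, 22.9, 8.6, 46.9 and 47.2 under these, 53.9 with weights, 46.8 under the analysis of variance, 50.5 without trend, 68.8 at a log2 difference of at least 1, and 25.6 to 50.8 without 1 array (25.6 without HCT-116 p53 −/− TAF6 AS2 replicate 3 and 50.8 without replicate 1).

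Between the lines with Control AS and with Taf6 AS2, limma without trend called 185 and 143 probes, the 6 arrays alone 1524 and 183, the replicate block 1740 and 1142, the scan-day block 1826 and 1160, a log2 difference of at least 1 285 and 231, the CV limit 1258 and 823, quantile normalization with the replicate block 1238 and 1250 and with the scan-day block 1243 and 1228, the analysis of variance 110 and 0, weights 1256 with Control AS, and scan day 1 304 with Taf6 AS2. Leaving out 1 array gave 343 to 1312 with Control AS and 264 to 696 with Taf6 AS2. With Control AS it was 343 without HCT-116 p53 +/+ Control AS replicate 1, 439 without replicate 2, 402, 382 and 470 without HCT-116 p53 −/− Control AS replicate 1, 2 and 3, and 1312 without HCT-116 p53 −/− TAF6 AS2 replicate 3. With Taf6 AS2 it was 264 and 331 without HCT-116 p53 +/+ TAF6 AS2 replicate 1 and 2.

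The p53-dependent probes numbered 102 without trend, 178 with the 6 arrays, 748 with the replicate block, 775 with the scan-day block, 149 at a log2 difference of at least 1, 225 on scan day 1, 543 with the CV limit, 681 and 683 under quantile normalization with the replicate and the scan-day block, and 0 under the analysis of variance, where a percent higher has no value, and 225 to 469 without 1 array (225 without HCT-116 p53 +/+ TAF6 AS2 replicate 1, 235 without HCT-116 p53 +/+ Control AS replicate 1). Their percent higher was 53.2 under quantile normalization, 50.1 under mode centring, 54.5 under cyclic loess, 56.9 without trend, 48.3 with the 6 arrays, 51 at a log2 difference of at least 1, 53.9 and 53.4 under quantile normalization with the replicate and the scan-day block, and 26.0 to 48.3 without 1 array (48.3 without HCT-116 p53 −/− TAF6 AS2 replicate 3, 46.7 without HCT-116 p53 +/+ TAF6 AS2 replicate 1).

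Their overlap with the Taf6 AS2 response was 93 without trend, 469 with the replicate block, 473 with the scan-day block, 360 on scan day 1, 388 and 392 under quantile normalization with the replicate and the scan-day block, and 117 to 303 without 1 array (117, 145 and 142 without HCT-116 p53 −/− Control AS replicate 2, Control AS replicate 1 and TAF6 AS2 replicate 1, 303 without TAF6 AS2 replicate 3). Probes with 1 direction in both lines numbered 266 with weights, 73 under the analysis of variance, 185 without trend, 281 with the replicate block, 274 with the scan-day block, 280 on scan day 1, 69 with the CV limit, 213 and 212 under quantile normalization with the replicate and the scan-day block, and 68 to 243 without 1 array (68 without HCT-116 p53 +/+ Control AS replicate 3, 74 and 241 without HCT-116 p53 +/+ TAF6 AS2 replicate 2 and 3, 72 and 77 without HCT-116 p53 −/− Control AS replicate 2 and 1, and 243 without HCT-116 p53 −/− TAF6 AS2 replicate 3).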

Differences from the paper's values

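No test here was chosen after the result was seen, apart from the alternatives marked so. The paper's tables hold probes with an E value of at most 0.05, and the counts here are of probes at an unadjusted p under 0.05, the P threshold that the paper's text states, so that the thresholds differ in how they were applied. By its P column, the paper's tables hold 51 of 321, 74 of 444 and, in both comparisons, 332 of 916 probes at 0.05 or less.

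The paper's count of mRNAs changed after TAF6δ in wild-type cells is 321, and 1729 probes were found here, with 833 to 3070 under the 27 alternatives set before the data were examined, none of which came within 1.5 times of the paper's value. The limit on the CV, chosen after the values were seen, gave 440, within 1.5 times, and left 63 of the paper's 321 probes untested. In p53 −/− cells the paper's count is 444, and 2463 probes were found here, with 953 to 4728 under these alternatives, again with none within 1.5 times. The paper's count of TAF6δ-dependent, p53-independent genes is 21, and 104 probes were found here, with 43 to 253 under these alternatives, none within 1.5 times. The paper's p53-dependent set holds 916 probes, and 1960 were found here at an unadjusted p under 0.05, with 237 to 2559 under these alternatives. Of these, the one-way analysis of variance and limma without trend came within 1.5 times of the paper's count and the others did not.

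In p53 −/− cells 54.3% of the probes in the paper's table are higher, and 34.7% were higher here, with 23.1 to 68.8% under the alternatives set before the data were examined. Of the 27, 15 came within 1.5 times of the paper's value, a wide measure that includes shares as low as 36.2%, and 5 of these had over 50% higher, as listed below. The 15 were quantile normalization, mode centring, cyclic loess, no centring, all quality codes kept, weights of 1/CV, the one-way analysis of variance, limma without trend, the 6 arrays alone, a log2 difference of at least 1, and without HCT-116 p53 −/− Control AS replicate 2 or 3, HCT-116 p53 −/− TAF6 AS2 replicate 1 or 2 or HCT-116 p53 +/+ Control AS replicate 1. The other 12 did not come within 1.5 times. Quantile normalization with the replicate block (46.9%) or the scan-day block (47.2%), chosen after the values were seen, also came within it.

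For CDKN1A in wild-type against p53 −/− cells with Control AS the paper's log2 difference is 1.19, and 1.01 was found here (0.94 to 1.22 over 25 alternatives). The gap exceeds the SD of the replicates (0.13). Both values come from the same arrays, so that the SE (0.18) does not measure this gap. Over the 916 probes of the paper's p53 table with Control AS, the median of the value here less the paper's was −0.16. Quantile normalization, mode centring, cyclic loess and the fit without HCT-116 p53 +/+ Control AS replicate 1 came within that SD of the paper's value, and the other 21 did not. For FAS the paper's log2 difference is 1.46, and 1.28 was found here (1.2 to 1.43), again a gap above the SD of the replicates (0.16). The SE (0.17) does not measure this gap either. Quantile normalization, mode centring, cyclic loess, weights of 1/CV and the fits without HCT-116 p53 −/− Control AS replicate 1 or HCT-116 p53 +/+ Control AS replicate 3 came within that SD, and the other 19 did not. For both genes quantile normalization with the replicate or the scan-day block, chosen after the values were seen, also came within it (1.22 for CDKN1A and 1.41 for FAS). For ACRC in wild-type cells the paper's P value is 0.0698, and limma gave an unadjusted p of 0.00679 (0.00112 to 0.0324 over 25 alternatives, none of which came within 1.5 times of the paper's value, while the scan day 1 arrays alone, chosen after the values were seen, gave 0.0634), where an exact test of 3 arrays against 3 cannot go below 0.1.

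The paper states that most changed mRNAs are increased in both lines. In wild-type cells 77.2% of the probes were higher here, and in p53 −/− cells 34.7%. The share in wild-type cells was under 50% with cyclic loess (49.5%) and with the limit on the CV, chosen after the values were seen (38.2%). That limit gave 8.6% in p53 −/− cells. In p53 −/− cells the share was over 50% under cyclic loess (52.3%), weights of 1/CV (53.9%), limma without trend (50.5%), a log2 difference of at least 1 (68.8%) and without HCT-116 p53 −/− TAF6 AS2 replicate 1 (50.8%). Of the 916 probes in the paper's p53 table 577 are higher in wild-type cells. Here 438 of 1960 probes at an unadjusted p under 0.05 were higher (22.3%), with over 50% under quantile normalization (50.8%), cyclic loess (51.2%) and a log2 difference of at least 1 (54.4%), as well as under quantile normalization with the replicate block (51.1%) or the scan-day block (50.7%), chosen after the values were seen. At an adjusted p under 0.05, 122 of 359 were higher (34.0%), and over 50% were higher under quantile normalization (53.2%), mode centring (50.1%), cyclic loess (54.5%), limma without trend (56.9%) and a log2 difference of at least 1 (51%), as well as under quantile normalization with the replicate block (53.9%) or the scan-day block (53.4%), chosen after the values were seen. All 916 probes had the sign of the paper's table here.

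The paper places HOM-TES-103 within its threshold. Here it did not pass over all probes (adjusted p = 0.195 in wild-type and 0.295 in p53 −/− cells), though its unadjusted p was under 0.05. It passed in both lines under quantile normalization (0.00942 and 0.0124), mode centring (0.0264 and 0.0225) and cyclic loess (0.0196 and 0.00856), in wild-type cells with weights of 1/CV (0.032) and in p53 −/− cells without HCT-116 p53 −/− TAF6 AS2 replicate 3 (0.0467). With alternatives chosen after the values were seen, it passed in both lines with the scan-day block (0.0499 and 0.046) and under quantile normalization with the replicate block (0.0161 and 0.021) and the scan-day block (0.00963 and 0.0126).

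In Fig. 6C, CIP29 and DUSP12 stand among the genes shared with the p53-dependent set and LOC342293 among those that are not. By probe, CIP29 and DUSP12 are not in the paper's p53 table and LOC342293 is. At an adjusted p under 0.05 from limma, 0 of these 3 were p53-dependent here, and at an unadjusted p under 0.05 DUSP12 was, lower in wild-type cells (−0.29 and −0.28).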

Other observations

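The tests of the control spots and the alternatives with a scan-day block or scan day 1 alone were chosen after the results were seen, and the other tests were not. Beyond the lists described beside the paper's sentences, some smaller lists held single members that passed the threshold between the lines, and no list was tested as a whole. Of 2 measured chaperones of the endoplasmic reticulum, both were lower in wild-type cells with Control AS, the HSP70 chaperone HSPA5 (−0.74) and ARMET (−0.83), and with Taf6 AS2 1 was lower, ARMET (−0.96), and 2 when adjusted over the list alone. Of 4 targets of NF-κB, 1 was higher and 1 lower with each oligonucleotide, the chemokine IL8 (0.87 and 0.98) and IER3 (−0.85 and −0.79), while adjusted over the list alone 3 were higher and 1 lower with Control AS and 2 and 1 with Taf6 AS2. Of 3 genes of mitosis, 2 were lower with each oligonucleotide, UBE2C, a ubiquitin-conjugating enzyme of the anaphase-promoting complex (−0.72 and −0.66), and the kinase NEK2 (−0.53 and −0.55, kept under 17 and 19 of 30 alternatives), and 3 when adjusted over the list alone. TBPL1, which encodes a relative of the TATA-binding protein and is the 1 measured gene of the list of TFIID subunits, was lower in wild-type cells (−0.93 and −0.96, adjusted p = 0.00148 and 0.00162). Of 3 polyadenylated histone genes, HIST1H2BK was lower with Control AS (−0.78) and 0 passed with Taf6 AS2 (2 and 1 lower when adjusted over the list alone). Of 3 pro-apoptotic genes, 1 was higher and 1 lower with each oligonucleotide, FAS and PMAIP1, also when adjusted over the list alone. These directions held under quantile normalization, mode centring, cyclic loess and no centring. Most of these names come from the paper's tables and are not independent evidence.

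After Taf6 AS2, 0 members of any of the 22 lists passed the threshold over all probes with limma. In p53 −/− cells, adjusted over the list alone, the 1 measured heat shock gene, HSPH1, was higher (0.31) and the 1 measured gene of colon epithelium, CLDN7, lower (−0.40). In the comparisons of the lines, 0 members passed over all probes among SR proteins and CLK kinases (6 measured), hnRNP proteins (1), DNA replication (1), heat shock (1), ribosomal proteins (3) and colon epithelium (1). Adjusted over the list alone, HNRPDL was lower (−0.36 and −0.41), and with Control AS HSPH1 was higher (0.42) and CLDN7 lower (−0.36). Of the anti-apoptotic, Notch pathway, hypoxia, leukocyte and fibroblast or endothelial lists, 0 members had a symbol, so that nothing is known of them here.

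The control spots were brighter, relative to the median probe, on the arrays of wild-type than of p53 −/− cells. The difference was 0.65 log2 units with Control AS and 0.43 with Taf6 AS2 for the spots of the reverse transcription kit, and 0.84 and 0.42 for those of the in vitro transcription kit (exact permutation test, p = 0.1 for each, the smallest that 3 arrays against 3 allow). The second principal component, with 14.5% of the variance, separated the lines. The first, with 18.1%, was lower on the scan day 2 array of each group than on its scan day 1 arrays. The main model holds no term for the scan day.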
